# The F-box protein FBXL-5 governs vitellogenesis and lipid homeostasis in *C. elegans*

**DOI:** 10.3389/fcell.2024.1389077

**Published:** 2024-06-14

**Authors:** Peter C. Breen, Kendall G. Kanakanui, Martin A. Newman, Robert H. Dowen

**Keywords:** development, vitellogenesis, f-box, mTORC2, rict-1, lipid, SCF

## Abstract

The molecular mechanisms that govern the metabolic commitment to reproduction, which often occurs at the expense of somatic reserves, remain poorly understood. We identified the *Caenorhabditis elegans* F-box protein FBXL-5 as a negative regulator of maternal provisioning of vitellogenin lipoproteins, which mediate the transfer of intestinal lipids to the germline. Mutations in *fbxl-5* partially suppress the vitellogenesis defects observed in the heterochronic mutants *lin-4* and *lin-29,* both of which ectopically express *fbxl-5* at the adult developmental stage. FBXL-5 functions in the intestine to negatively regulate expression of the vitellogenin genes; and consistently, intestine-specific over-expression of FBXL-5 is sufficient to inhibit vitellogenesis, restrict lipid accumulation, and shorten lifespan. Our epistasis analyses suggest that *fbxl-5* functions in concert with *cul-6*, a cullin gene, and the Skp1-related gene *skr-3* to regulate vitellogenesis. Additionally, *fbxl-5* acts genetically upstream of *rict-1*, which encodes the core mTORC2 protein Rictor, to govern vitellogenesis. Together, our results reveal an unexpected role for a SCF ubiquitin-ligase complex in controlling intestinal lipid homeostasis by engaging mTORC2 signaling.

## Introduction

Reproduction is a metabolically expensive process that, in many metazoans, is supported by resources stored in somatic cells. In particular, reallocation of lipids from the soma to the germline, a process called vitellogenesis, is crucial for fertilization, embryonic development, and offspring resiliency (Perez et al., 2017; Perez and Lehner, 2019; Geens et al., 2023; Wang et al., 2023). In the nematode *Caenorhabditis elegans*, synthesis of vitellogenin lipoproteins occurs in the intestine where they mediate the assembly and secretion of triglyceride-rich low density-like lipoprotein (LDL-like) particles that constitute the maternal yolk (Kimble and Sharrock, 1983). The circulating yolk is captured and endocytosed by the RME-2 receptor expressed in mature oocytes (Grant and Hirsh, 1999). Deletion of *rme-2* severely impairs yolk uptake, reduces progeny production by over 20-fold, and extends maternal lifespan (Grant and Hirsh, 1999; Dowen, 2019), which underscores the metabolic trade-off described by the disposable soma theory–that reproductive fitness is inversely related to longevity due to a limited amount of resources that must be balanced between somatic and germline functions (Kirkwood, 1977).

Expression of intestinal vitellogenin lipoproteins is coordinated by a suite of developmental, reproductive, nutritional, and metabolic signals (Perez and Lehner, 2019), which together define the temporal expression and the abundance of vitellogenin lipoproteins. We previously demonstrated that vitellogenesis is regulated by several developmental timing factors that are temporally expressed in the *C. elegans* hypodermis (Dowen et al., 2016). These include the heterochronic genes *lin-4*, *let-7*, and *lin-29*, which when mutated result in reiteration of larval cell divisions and retardation of subsequent developmental events (Chalfie et al., 1981; Ambros and Horvitz, 1984; Reinhart et al., 2000). Expression of LIN-29, a zinc finger transcription factor, in the hypodermis at the larva-to-adult transition is required for maximal vitellogenin production (Ambros, 1989; Dowen et al., 2016), and mutations that impair *lin-29* expression (*i.e.*, *lin-4* and *let-7*) confer similar vitellogenesis defects. How these factors engage developmental or metabolic signaling pathways in the intestine is poorly understood.

Developmental and environmental regulation of vitellogenesis is coordinated by several pro-growth and homeostatic signaling pathways that function in the intestine. Some of the pathways that control vitellogenin transcription, including the TGF-β and the insulin/insulin-like growth factor signaling (IIS) pathways, are likely to respond to neuronally-secreted ligands (*i.e.*, insulin-like peptides or the TGF-β family member DBL-1) that are modulated by environmental or nutritional conditions (Goszczynski et al., 2016; Perez and Lehner, 2019). In contrast, other intestinal signaling factors respond to developmental or reproductive signals from hypodermal or germline tissues, respectively (Balklava et al., 2016; Dowen et al., 2016; Goszczynski et al., 2016). We have previously demonstrated that the hypodermal heterochronic pathway engages intestinal mTOR (mechanistic target of rapamycin) signaling to promote vitellogenin gene expression (Dowen et al., 2016). The mTOR kinase resides in two multiprotein complexes, mTOR complex 1 (mTORC1) and mTOR complex 2 (mTORC2), which contain the complex-specific scaffolding proteins DAF-15/Raptor and RICT-1/Rictor, respectively. Loss of either RICT-1 or SGK-1 (serum/glucocorticoid-regulated kinase 1), a downstream target of mTORC2, severely disrupts vitellogenin expression (Dowen et al., 2016). While mTORC2 is necessary for maximal vitellogenin expression, it is more difficult to assess whether mTORC1 is required for vitellogenesis, as complete loss of DAF-15 results in developmental arrest. Although it is well established that insulin/IGF signaling stimulates mTORC2 activity in mammals, it is yet not clear whether mTORC2 is regulated by additional morphogens or pro-growth signaling pathways during development (Oh and Jacinto, 2011).

The factors that mediate crosstalk between the hypodermal heterochronic pathway and the intestinal mTORC2 signaling pathway are unknown. Here, we identify a previously uncharacterized F-box protein, FBXL-5, as an intestinal modulator of vitellogenin expression and intestinal lipid homeostasis in *C. elegans*. Mutations in *fbxl-5* partially suppress the vitellogenin expression defects observed in *lin-29* and *lin-4* mutants, suggesting that FBXL-5 negatively regulates vitellogenesis. This function is performed in concert with the Skp1-related protein SKR-3 and Cullin protein CUL-6, which together form a canonical SCF ubiquitin-ligase complex. Moreover, we demonstrate that FBXL-5 acts within the mTORC2 signaling pathway to regulate intestinal homeostasis. Although FBXL-5 and mTORC2 function together to regulate a broad set of genes, we also found that FBXL-5 acts via a mTORC2-independent mechanism to regulate vitellogenesis and aging pathways. Thus, our work identifies a new cell-autonomous regulator of mTORC2 signaling that couples developmental timing events in the hypodermis to metabolic homeostasis in the intestine.

## Materials and methods

### *Caenorhabditis elegans* strains

All *C. elegans* strains were cultured at 20°C (unless specified otherwise) on NGM media seeded with *E. coli* OP50 as previously described (Brenner, 1974). To synchronize growth of *C. elegans* animals, embryos were isolated by bleaching, washed in M9 buffer, and incubated overnight at room temperature. The resulting synchronized L1s were dropped on seeded plates and grown until adulthood. For auxin treatment, gravid adults were allowed to lay eggs on NGM plates containing 4 mM Naphthaleneacetic Acid (K-NAA, PhytoTech) and the progeny were grown to the L4 stage, picked to new plates containing auxin, and grown for an additional 24 h prior to imaging. The strains used in this study are listed in Supplementary Table S1.

### Generation and imaging of transgenic animals

The high-copy *mgIs70[*P*vit-3::GFP*] and single-copy *rhdSi42*[P*vit-3::mCherry*] transgenes have been previously described (Dowen et al., 2016; Torzone et al., 2023). The *fbxl-5* rescue constructs were generated by fusing either the *col-10* promoter (chromosome V: 9,166,416–9,165,291; WS284) or the *vha-6* promoter (chromosome II: 11,439,355–11,438,422; WS284) to a *mCherry::his-58::SL2::fbxl-5* cassette (*fbxl-5* gene: 2,330 bp ORF and 176 bp of 3′UTR) within the pCFJ151 plasmid via Gibson assembly to generate plasmids pRD99 and pRD98, respectively (Frøkjær-Jensen et al., 2008; Gibson et al., 2009). The sequence-verified plasmids were microinjected into *lin-4(e912); fbxl-5(rhd43); mgIs70[Pvit-3::GFP]* animals at 20 ng/μL, along with 2.5 ng/μL pCFJ90(P*myo-2::mCherry*) and 77.5 ng/μL of 2-Log DNA ladder (New England BioLabs), to generate the DLS327 and DLS330 strains. To image these strains, L1 animals expressing P*myo-2::mCherry* were hand-picked on a SMZ-18 Stereo microscope with fluorescence, grown to adulthood, and were then randomly selected for fluorescence imaging under bright field using a standard Stereo microscope. To generate *rhdIs2* and *rhdIs4*, wild-type animals carrying the extrachromosomal array *Ex*[P*vha-6::mCherry::his-58::SL2::fbxl-5 +* P*myo-2::mCherry*] were gamma-irradiated using a^137^Cs source (∼3000 rad), resulting in random integration of the array into the genome. The resulting two independent lines were backcrossed at least three times. The *fbxl-5* promoter (chromosome V: 7,746,887–7,748,867; WS288) was amplified by PCR and fused to a *mCherry::unc-54 3′UTR* fragment by PCR fusion (Hobert, 2002) to yield a P*fbxl-5::mCherry::unc-54 3′UTR* PCR fragment, which was microinjected into wild-type animals at 75 ng/μL, along with 5 ng/μL P*myo-3::GFP* and 20 ng/μL of 2-Log DNA ladder (New England BioLabs), to generate the DLS344 strain. All strains carrying the *mgIs70* or *rhdSi42* transgenes were imaged with a Nikon SMZ-18 Stereo microscope equipped with a DS-Qi2 monochrome camera, while the DLS344 strain was imaged on a Nikon Eclipse E800 microscope.

### Reporter imaging and quantification

Strains carrying either the *mgIs70* or *rhdSi42* reporter were grown asynchronously, L4s were picked to new plates, and animals were imaged 24 h later. Alternatively, synchronized animals were grown for 72 h before imaging. Day 1 adults were mounted on a 2% agarose pad with 25 mM levamisole and imaged with a Nikon SMZ-18 Stereo microscope equipped with a DS-Qi2 monochrome camera. The worm bodies were outlined in the brightfield channel and the mean intensities (*i.e.*, gray values) were calculated using the GFP (*mgIs70*) or mCherry (*rhdSi42*) channel using the Fiji 2.14.0 software (Schindelin et al., 2012). Body size measurements (pixels/worm) were simultaneously performed, and the data were converted to mm^2^ based on the known imaging settings. The fluorescence and body size data were plotted in Prism 10 and a one-way ANOVA with a Bonferroni correction was performed to calculate *p* values. All tabular data and the associated statistical analyses can be found in Supplementary Table S5.

### CRISPR/Cas9 gene editing

Genomic edits were performed by microinjection of Cas9:crRNA:tracrRNA complexes (Integrated DNA Technologies) into the germline as previously described (Ghanta and Mello, 2020). The crRNA guide sequences are listed in Supplementary Table S2. To generate missense, nonsense, or deletion mutations, single-stranded oligodeoxynucleotides were used as donor molecules. The deletion edits employed two sgRNAs positioned at each end of the deletion site and an oligo that bridged the predicted repair junction. To insert the *3xFLAG::AID* cassette into the 5′ end of the *fbxl-5* gene, dsDNA donor molecules with ∼40 bp homology arms were prepared by PCR using Q5 DNA Polymerase (New England BioLabs) and purified using HighPrep PCR Clean-up beads (MagBio) according to the manufacturers’ instructions. The melted and reannealed DNA repair templates were prepared and microinjected into the germline as previously described (Ghanta and Mello, 2020).

### RNAi experiments

*E. coli* HT115 (DE3) strains carrying plasmids for *fbxl-5* or *lin-29* RNAi knockdown (Ahringer RNAi library), or the control strain containing the empty L4440 plasmid, were grown for ∼19 h at 37°C in Luria–Bertani media containing ampicillin (100 μg/mL). The bacteria were concentrated by 20–30x via centrifugation, seeded on NGM plates containing 5 mM ​isopropyl-β-D-thiogalactoside (IPTG) and 100 μg/mL ampicillin, and maintained at room temperature overnight to induce dsRNA expression. Synchronized L1s were dropped on RNAi plates, grown at 20°C until they were day 1 adults (∼72 h), and imaged. For the *skr*/*cul* RNAi screen, we screened *cul-1,2,3,4,5,6* and *skr-1,2,3,5,7,11,12,13,14,16,17,19,20,21* using existing clones from the Ahringer RNAi library and assessed their ability to confer any detectable increase in P*vit-3::GFP* reporter expression (relative to the L4440 control) in the DLS447 strain. The *skr-4,6,8,9,10,15,18* genes were not screened due to a lack of a sequence-verified RNAi clone in our collection. RNAi conditions that prevented development to the adult stage (*e.g.*, *skr-1* RNAi) were not included in the analysis.

### Lifespan and brood size assays

Animals were grown on standard NGM *E. coli* OP50 plates for at least two generations without starvation prior to lifespan and brood size assays. Longitudinal lifespan assays were performed at 25°C in the presence of 50 μM FUDR as previously described (Torzone et al., 2023). Approximately 150 animals were assayed for each genotype and a log-rank test was used to determine significance. Lifespan assays were repeated at least twice with similar results. For brood size assays (20°C), L4 animals (n = 11 per genotype) were picked to individual plates and transferred daily throughout the reproductive period. Progeny were counted as L3, L4s, or as adults. The lowest brood size for each genotype was dropped from the analysis due to potential injury and the data were reported as the mean +/- the standard deviation. The tabular data and statistical analyses can be found in Supplementary Table S5.

### Oil Red O staining

Animals were fixed in 60% isopropanol and stained for 7 h with 0.3% Oil Red O exactly as previously described (Torzone et al., 2023). Next, animals were mounted on 2% agarose pads and imaged with either a Nikon SMZ-18 Stereo microscope equipped with a DS-Qi2 monochrome camera (intensity quantification) or a Nikon Ti2 widefield microscope equipped with a DS-Fi3 color camera (representative color images). Quantification of Oil Red O staining was performed in Fiji 2.14.0. Animals were manually outlined, the mean gray value was measured in the worm area, and the value was subtracted from 65,536 (maximum gray value for 16-bit images). The data were plotted in Prism 10 and a one-way ANOVA with a Bonferroni correction was performed to calculate *p* values. The tabular data and statistical analyses are shown in Supplementary Table S5.

### Quantitative PCR

Synchronized day 1 adult animals were harvested in M9 buffer, washed, and flash frozen. Isolation of total RNA was performed using Trizol Reagent (Thermo Fisher) with chloroform extraction, followed by isopropanol precipitation. Synthesis of cDNA was performed by oligo (dT) priming using the SuperScript IV VILO Master Mix with ezDNase Kit per the manufacturer’s instructions (Thermo Fisher). Quantitative PCR was performed exactly as previously described (Dowen, 2019). The qPCR primer sequences are listed in Supplementary Table S3. Data from at least three independent experiments were plotted in Prism 10 as the mean fold change relative to wild-type with the standard error of the mean (SEM). The individual Ct values and the statistical analyses can be found in Supplementary Table S5.

### Western blot analyses

Synchronized L1 animals expressing the 3xFLAG::AID::FBXL-5 protein (DLS874 or DLS889) were grown at 20°C for either 36 h (L3s), 48 h (L4s), 72 h (day 1 adults), or 96 h (day 2 adults) before harvesting them in M9 buffer. The animals were washed three times and pellets were frozen in liquid nitrogen. Whole cell lysates and protein concentrations were determined exactly as previously described (Torzone et al., 2023). The protein samples (50 μg) were resolved by SDS-PAGE, transferred to a PVDF membrane, blocked in 5% nonfat dry milk (BioRad), and probed with either anti-FLAG M2 (F1804, Sigma) or anti-Actin (ab3280, Abcam) antibodies. The developmental time course experiment was performed twice with similar results.

### EMS mutagenesis

The GR2123 strain was mutagenized with ethyl methanesulfonate (M0880, Sigma-Aldrich) exactly as previously described (Dowen et al., 2016). Suppressor mutants displaying increased *mgIs70[Pvit-3::GFP]* reporter expression were selected from ten distinct mutagenesis pools and were singled to individual plates. Mutations that suppressed the egg-laying defects of *lin-4(e912)* were presumed to disrupt *lin-14* function and were not selected for subsequent studies.

Suppressor strains were crossed to the GR2122 strain (*mgIs70*[P*vit-3::GFP*]) and F2 recombinants that displayed the characteristic *egl* and *lon* phenotypes of the *lin-4(e912)* mutant, and that also showed elevated *mgIs70* expression, were singled. Starved animals from the individual plates were then pooled and the genomic DNA was prepared with the Qiagen Gentra Puregene Tissue Kit (Doitsidou et al., 2010). The DNA-Seq libraries were prepared using the NEBNext DNA library preparation kit according to the manufacturer’s instructions (E6040, New England Biolabs) and the libraries were sequenced on an Illumina HiSeq 4000 instrument. Identification of candidate suppressor mutations was performed using in-house scripts according to previously described methods (Minevich et al., 2012).

### mRNA sequencing

Wild-type and mutant animals were reared on 10 cm NGM agarose plates (5000 animals/plate) until they reached the first day of adulthood. RNA was isolated using Trizol Reagent as described above (see quantitative PCR). The mRNA-Seq libraries were prepared with 1 μg of total RNA using the TruSeq RNA Library Prep Kit v2 per the manufacturer’s instructions (Illumina). Three independent biological replicates were prepared for each condition and libraries were sequenced on an Illumina HiSeq 4000 instrument (single-end, 50 bp) at the High Throughput Genomic Sequencing Facility at the University of North Carolina at Chapel Hill. The reads were aligned to the *C. elegans* genome (WS260), and the feature read counts were compiled exactly as previously described (Dowen, 2019). RPKM values and differentially expressed genes (1% FDR) were determined using the DESeq2 algorithm (Love et al., 2014). Lists of differentially expressed genes and RPKM values can be found in Supplementary Table S4. Tissue-specific enrichment for differential expression was calculated as the number of observed vs. expected differentially expressed genes using previously generated gene lists for each major tissue (Kaletsky et al., 2018). The gene ontology analysis was performed using WormCat (Holdorf et al., 2020). All scatter and violin plots displaying differential expression were generated using the DESeq2 RPKM values and the data were plotted in Prism 10. All tabular data and associated statistical analyses can be found in Supplementary Table S5. The raw and processed mRNA-Seq data have been deposited in GEO (GSE248602).

## Results

### Mutations in *T05B11.1/fbxl-5* suppress *lin-4* mutant defects in vitellogenesis

The heterochronic gene *lin-4* encodes a miRNA that governs developmental timing by controlling larval cell divisions in the *C. elegans* hypodermis (Lee et al., 1993). Furthermore, *lin-4* acts non-cell-anonymously to license expression of the vitellogenin genes (*vit-1* through *vit-6*) in the intestine at the L4 larval to adult transition (Dowen et al., 2016). To identify genes that act in the *lin-4* vitellogenesis pathway, we performed an EMS mutagenesis screen to identify mutations that suppress the vitellogenesis defects observed in the *lin-4(e912)* mutant using a P*vit-3::GFP* vitellogenesis reporter as a readout (Supplementary Figure S1A). We selected *lin-4* suppressor mutants that displayed elevated P*vit-3::GFP* expression but that also maintained the egg-laying (*egl*) and long body length (*lon*) defects of the *lin-4(e912)* mutant, which selects against known *lin-4* suppressors (*e.g.*, *lin-14* alleles). After backcrossing to remove unlinked background mutations, we performed whole genome sequencing of the *lin-4* suppressor strains and identified candidate causative mutations using established bioinformatic approaches (Minevich et al., 2012). This resulted in the identification of two putative loss-of-function mutations in the uncharacterized *T05B11.1* gene, which were recovered in two genetically distinct suppressor strains (Supplementary Figure S1B).

The T05B11.1 protein contains a F-box domain at the amino terminus and leucine-rich repeats (LRRs) that span most of the protein (Paysan-Lafosse et al., 2023). Thus, we will subsequently refer to the *T05B11.1* gene as *fbxl-5* (F-box leucine rich repeat containing protein 5). F-box proteins canonically function in protein ubiquitination, typically in concert with the Skp1 and Cullin proteins (the SCF complex), which together catalyze E3 ubiquitin ligase activity (Skaar et al., 2013). The F-box domain, and in some cases the LRRs as well, specifically recognizes target substrates and mediates poly-ubiquitination of proteins, resulting in 26S proteasomal degradation (K11/K48 linkages) or altered protein function/localization (K63 linkages). Although there is no clear mammalian orthologue of FBXL-5, highly similar proteins are found in other *Caenorhabditis* species, and it is possible that functional orthologues may exist in other species.

To characterize the role of FBXL-5 in vitellogenesis, we first compared expression levels of the P*vit-3::GFP* reporter between the *lin-4(e912)* single mutant and the *lin-4(e912); fbxl-5(rhd43)* double mutant, finding that while reporter expression is increased in *lin-4(e912)* animals upon loss of *fbxl-5* it does not reach that of wild-type (Figure 1A). Notably, the *rhd43* lesion is a nonsense mutation and is thus predicted to be a strong loss-of-function or null allele. Consistently, knock-down of *fbxl-5* by RNAi partially suppressed the P*vit-3::GFP* expression defects observed in the *lin-4* mutant (Supplementary Figure S1C). To rule out the possibility that the high-copy P*vit-3::GFP* reporter lacks the sensitivity to robustly detect the *fbxl-5* suppression phenotype, we employed a single-copy P*vit-3::mCherry* reporter, which closely reflects endogenous *vit-3* levels (Torzone et al., 2023), and generated large deletions within the *fbxl-5* locus using CRISPR/Cas9 genomic editing (Supplementary Table S2; Supplementary Figure S1B). While each of the three *fbxl-5* deletion alleles tested suppressed the *lin-4(e912)* mutant defects in P*vit-3::mCherry* expression, they did not restore levels to those seen in wild-type animals (Figures 1B, C). Interestingly, all *fbxl-5* deletion mutations also reduced the body size of the *lin-4(e912)* mutant (Figure 1D). Consistently, the *fbxl-5(rhd43)* mutation conferred smaller body sizes in otherwise wild-type animals (Supplementary Figure S2), suggesting that FBXL-5 may regulate additional developmental or metabolic processes outside of vitellogenesis.

**FIGURE 1:**
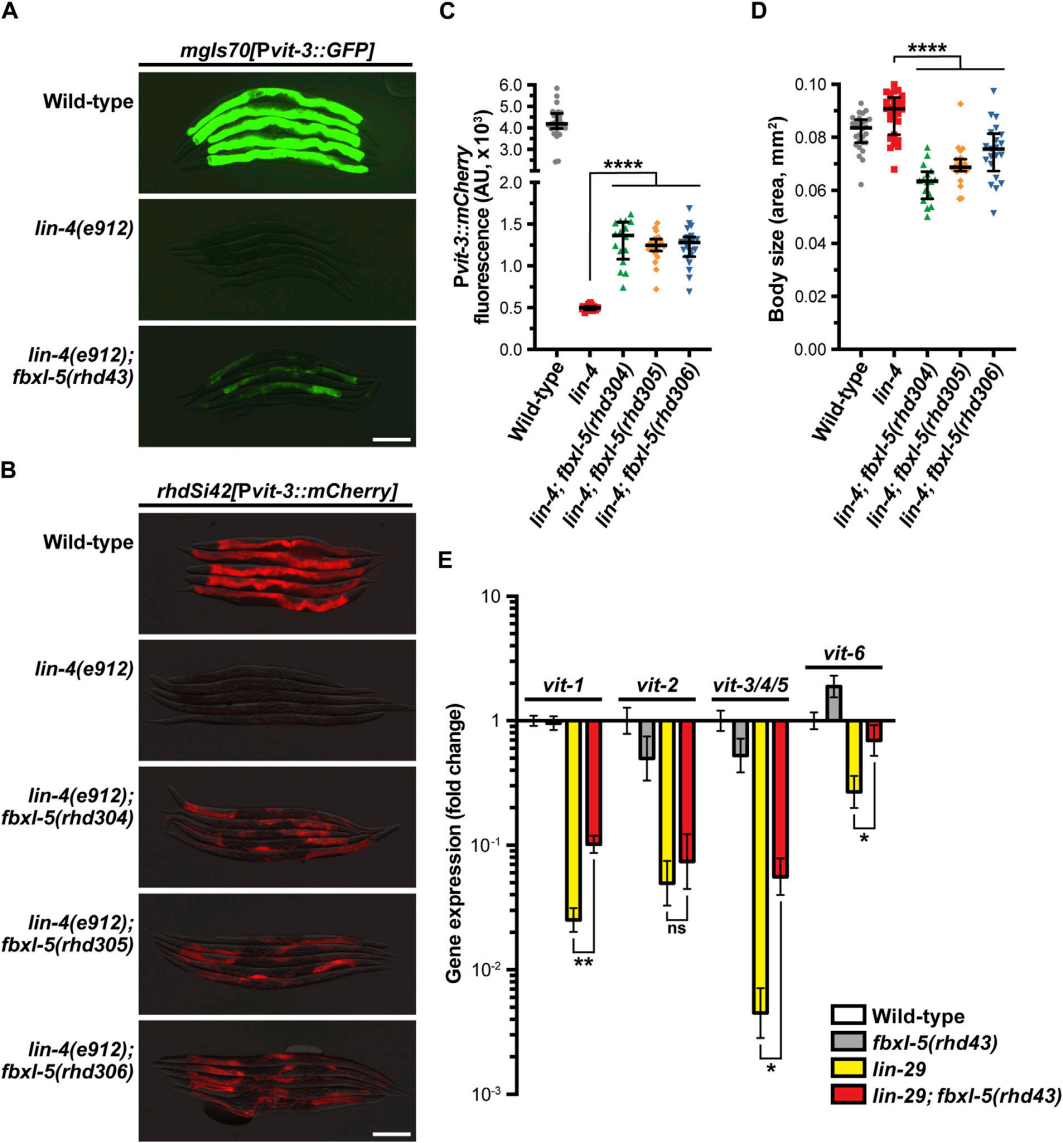
The F-box protein FBXL-5 negatively regulates vitellogenesis in the *Caenorhabditis elegans* heterochronic mutants. Overlaid DIC and fluorescence images of day 1 adult wild-type, *lin-4*, and *lin-4; fbxl-5* animals expressing **(A)** a high-copy P*vit-3::GFP* reporter (*vit-3* promoter fused to *GFP*) or **(B)** a single-copy P*vit-3::mCherry* reporter (scale bars, 200 μm). The *fbxl-5(rhd43)* allele is a nonsense mutation, while the *rhd304-rhd306* are large *fbxl-5* deletion alleles. Quantification of **(C)** P*vit-3::mCherry* fluorescence and **(D)** body size of the strains shown in **(B)** at the day 1 adult stage. Data are displayed as the median and interquartile range (****, *p* < 0.0001, one-way ANOVA). **(E)** Expression of the *vit* genes as measured by RT-qPCR in wild-type, *fbxl-5(rhd43)*, *lin-29(n333)*, and *lin-29(n333); fbxl-5(rhd43)* day one adult animals (mean +/- SEM; ns, not significant, *, *p* < 0.05, **, *p* < 0.01, *t*-test).

Impairment of hypodermal *lin-4* alters the expression of other developmental timing genes resulting in heterochrony. In particular, *lin-4* mutants fail to properly express *lin-29* at the larval to adult transition. Thus, we reasoned that loss of *fbxl-5* may suppress the *vit* expression defects seen in the *lin-29(n333)* mutant. Using RT-qPCR to measure the endogenous *vit* transcripts, we found that mutation of *fbxl-5* also partially suppressed the vitellogenesis defects in *lin-29(n333)* animals; however, loss of *fbxl-5* on its own is not sufficient to increase *vit* transcripts in otherwise wild-type animals (Figure 1E). These data suggest that FBXL-5 may negatively regulate vitellogenesis only when developmental timing is impaired. Together, our results indicate that *fbxl-5* acts genetically downstream or in parallel to *lin-4/lin-29*, possibly in the intestinal cells, to govern vitellogenin expression.

### FBXL-5 governs specific aspects of cellular homeostasis

Although loss of *fbxl-5* only partially suppressed the vitellogenesis defects in the *lin-29* mutant, it is possible that FBXL-5 plays a broader role in regulating cellular metabolism or lipid allocation in the heterochronic mutants. 

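The mRNA-Seq libraries behind this comparison came from day 1 adult wild-type, *lin-29(n333)* and *lin-29(n333); fbxl-5(rhd43)* animals, with 3 libraries per genotype. The *rhd43* allele is a nonsense mutation in *fbxl-5*. The authors aligned the reads to the WS260 genome, counted them per gene and deposited normalized counts, which are the read counts of each library divided by its DESeq2 size factor. The table covers 24998 genes with a read in at least 1 of the 18 libraries of the study. Every value (100%) was a whole multiple of what 1 read was worth in its library, so the number of reads behind each value could be recovered. Wild-type libraries held between 19100249 and 23516614 reads counted on genes (median 19379570). The *lin-29* libraries held between 13932860 and 22004207 (median 21748344), and the *lin-29; fbxl-5* libraries between 13434120 and 20042071 (median 16529743). For the values given here, limma was fitted to log2(normalized count + 1) over the 18 libraries of the 6 genotypes, with 1 mean per genotype, so that all comparisons shared the estimate of the spread. The fit covered the 13472 genes with a mean normalized count of at least 10, and genes were called differentially expressed at the 1% FDR of the paper's methods after Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with few counts. The pseudocount, the filter on low counts, the use of all libraries in a single fit and the choice of limma could each change the numbers. The *lin-29* transcript itself had a normalized count of 102 ± 5.40 (SD, n = 3) in wild-type and 171 ± 35.5 (SD, n = 3) in *lin-29(n333)*, a log2 fold change of 0.72 (standard error 0.20, adjusted p = 0.00558 from limma with Benjamini-Hochberg adjustment). Transcript levels did not serve as a check of the genotypes, since a nonsense mutation need not lower them.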

Taking an unbiased approach, we employed mRNA sequencing (mRNA-Seq) to resolve transcriptome-level differences between the *lin-29* single mutant and the *lin-29; fbxl-5* double mutant (Supplementary Table S4). 

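In the *lin-29(n333)* mutant, 5517 of the 13472 genes tested differed from wild-type at 1% FDR in limma, with 3038 higher and 2479 lower and a median absolute log2 fold change of 0.98. This number ranged most with the threshold and the libraries fitted, from 4060 genes with only the wild-type and *lin-29* libraries in the fit to 7349 genes at 5% FDR. Among the genes named by the rule stated in the processing summary, *C42D4.3* rose from a normalized count of 5.89 ± 4.02 (SD, n = 3) in wild-type to 5351 ± 2130 (SD, n = 3) in *lin-29*. The collagen gene *col-95* fell from 11934 ± 1848 (SD, n = 3) to 31.6 ± 13.1 (SD, n = 3). In the *lin-29; fbxl-5* double mutant, *col-95* varied widely, with normalized counts of 9.46, 213 and 4170 in replicates 1, 2 and 3. Replicate 3 was also far above the others for *col-143* (20.3, 743 and 13641), *ugt-18* (54.1, 57.4 and 611) and *F56C3.9* (63.5, 42.0 and 414). It did not stand apart for every named gene, as for *vit-3* (8061, 3562 and 4538). Across the 5517 genes, the log2 fold changes of the double mutant against wild-type followed those of the *lin-29* mutant with an R² of 0.919 and a slope of 0.87. Taken with each *lin-29; fbxl-5* library alone, the R² was 0.888, 0.898 and 0.872 (SD 0.0131). Genes are not independent replicates, so no p-value is given. Both sets of fold changes share the wild-type libraries, which raises the R² by itself. With different wild-type libraries for each genotype, the R² was between 0.869 and 0.884. In 100 simulations, each with its own call of the genes changed in *lin-29*, a double mutant equal to wild-type gave a mean R² of 0.0198. A double mutant equal to *lin-29* gave 0.975.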

Remarkably, loss of *fbxl-5* had no global impact on the expression levels of the 6,265 genes that are differentially expressed in the *lin-29* mutant (*R* ^2^ = 0.927, Figure 2A). Expression of the *vit-3-5* genes, as well as a handful of other downregulated genes, did increase in the *lin-29; fbxl-5* double mutant; however, their expression did not return to wild-type. Thus, FBXL-5 has very specific and limited effects on gene expression in the *lin-29* heterochronic mutant.

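The vitellogenin genes encode yolk lipoproteins. In the WBcel235 annotation, *vit-3*, *vit-4* and *vit-5* lie on chromosome X from 3567355 to 3572549, 3558769 to 3563965 and 3403471 to 3408603. The normalized count of *vit-3* was 81385 ± 7925 (SD, n = 3) in wild-type, 1081 ± 358 (SD, n = 3) in *lin-29* and 5387 ± 2366 (SD, n = 3) in *lin-29; fbxl-5*. That of *vit-4* was 60837 ± 4549, 822 ± 342 and 6663 ± 2288 in the same genotypes (SD, n = 3 each), and that of *vit-5* was 276820 ± 20290, 17975 ± 5912 and 138020 ± 36030 (SD, n = 3 each). Relative to *lin-29*, the log2 fold change in the double mutant was 2.28 for *vit-3* (standard error 0.28, adjusted p = 4.89e-05), 3.03 for *vit-4* (standard error 0.27, adjusted p = 2.07e-06) and 2.95 for *vit-5* (standard error 0.20, adjusted p = 9.02e-08), all from limma with Benjamini-Hochberg adjustment. All 3 double mutant libraries lay above all 3 *lin-29* libraries for each of these genes, and 10% of random splits of 3 against 3 separate the groups in this or the opposite direction. With only the *lin-29* and *lin-29; fbxl-5* libraries in the fit, the adjusted p for *vit-3* was 0.0194 (from 2.79e-15 to 0.0194 over the alternatives tried). Relative to wild-type, the double mutant remained lower, with log2 fold changes of -4.0 for *vit-3* (adjusted p = 4.08e-08), -3.26 for *vit-4* (adjusted p = 1.84e-07) and -1.04 for *vit-5* (adjusted p = 0.000414, limma with Benjamini-Hochberg adjustment). The other vitellogenin genes rose over *lin-29* by 1.44 (*vit-1*), 0.90 (*vit-2*) and 1.02 (*vit-6*) on the log2 scale, with adjusted p-values of 0.000441, 0.00042 and 0.000508 from the same test. These 3 were not called with only the 2 genotypes in the fit, where their adjusted p-values were 0.0664, 0.111 and 0.11. Reads of *vit-3*, *vit-4* and *vit-5* could have been split between these similar genes in the authors' counting, so their separate levels are uncertain. In all, 90 of the 2479 genes lowered in *lin-29* were higher in the double mutant than in *lin-29* at 1% FDR, and 69 of these 90 were not called between the double mutant and wild-type. Noise in the *lin-29* libraries, which enter both comparisons with opposite signs, can raise such a count.

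**Figure D1:**
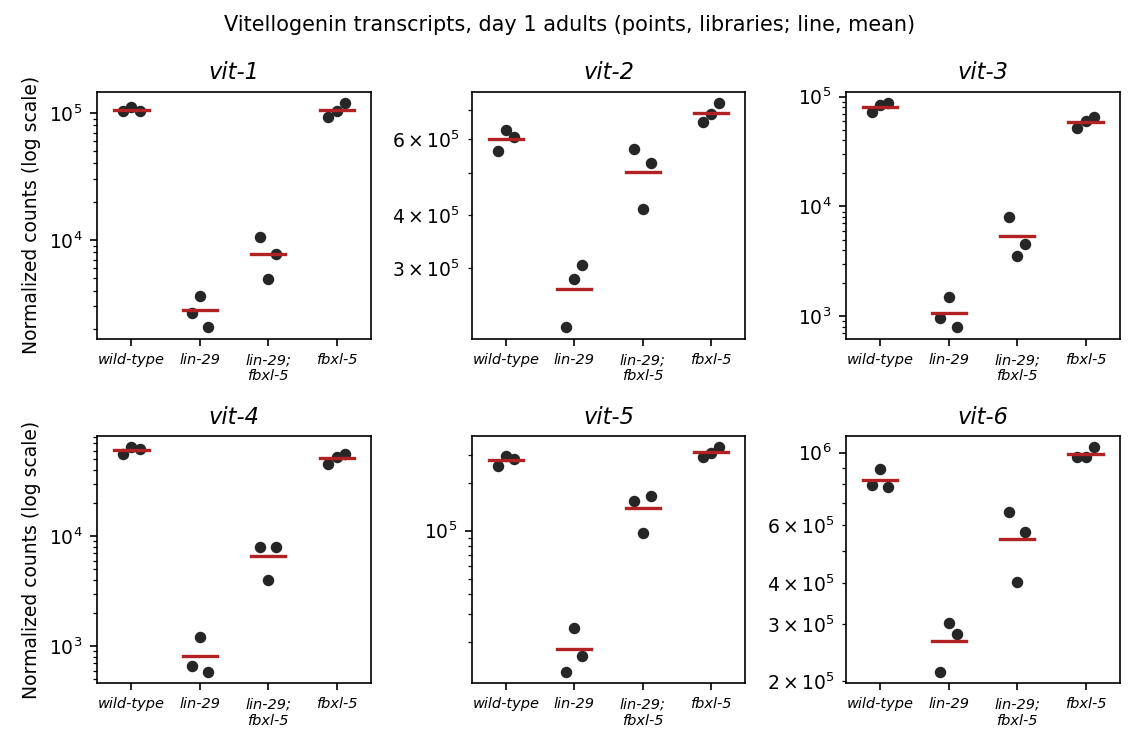
Normalized counts (log scale) of *vit-1* to *vit-6* in each library of wild-type, *lin-29(n333)*, *lin-29(n333); fbxl-5(rhd43)* and *fbxl-5(rhd43)* day 1 adults, with points for libraries and lines for the means of 3. The *lin-29; fbxl-5* means of *vit-3*, *vit-4* and *vit-5* (5387, 6663 and 138020) lie between those of *lin-29* and wild-type.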

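Directly compared, the *lin-29; fbxl-5* double mutant and the *lin-29* single mutant differed in 784 of the 13472 genes tested (178 higher and 606 lower in the double mutant, 1% FDR), of which 407 changed more than 2-fold. Of the genes called in *lin-29* against wild-type, 458 (8.3%) were among them, and the remaining 326 were not called in *lin-29*. Besides the lowered genes that rose, 329 of the genes raised in *lin-29* (10.8%) were lower in the double mutant, and 191 of those were not called between the double mutant and wild-type. A further fall of a lowered gene was seen for 25 genes, and a further rise of a raised gene for 14. The same *lin-29* libraries enter both comparisons with opposite signs. Noise in them therefore favours reversals over further changes, and how many of the 329 it made was not tested. The count of 784 depended strongly on the fit. It was 63 genes with only the 6 libraries compared, 1519 at 5% FDR and 1321 without *lin-29* replicate 3. The largest falls by the naming rule were in *pud-3*, from 1153 ± 127 normalized counts (SD, n = 3) in *lin-29* to 24.4 ± 21.2 (SD, n = 3) in the double mutant, and in *irg-4*, from 990.0 ± 92.0 (SD, n = 3) to 41.5 ± 20.5 (SD, n = 3). Their log2 fold changes were -5.80 (standard error 0.60) and -4.64 (standard error 0.53), with adjusted p-values of 1.03e-05 and 3.14e-05 from limma with Benjamini-Hochberg adjustment. From the close relation between the fold changes of the single and double mutants, and the rise of the *vit* genes and few others, the paper concludes that the effects of FBXL-5 in the *lin-29* mutant are specific and limited.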

**FIGURE 2:**
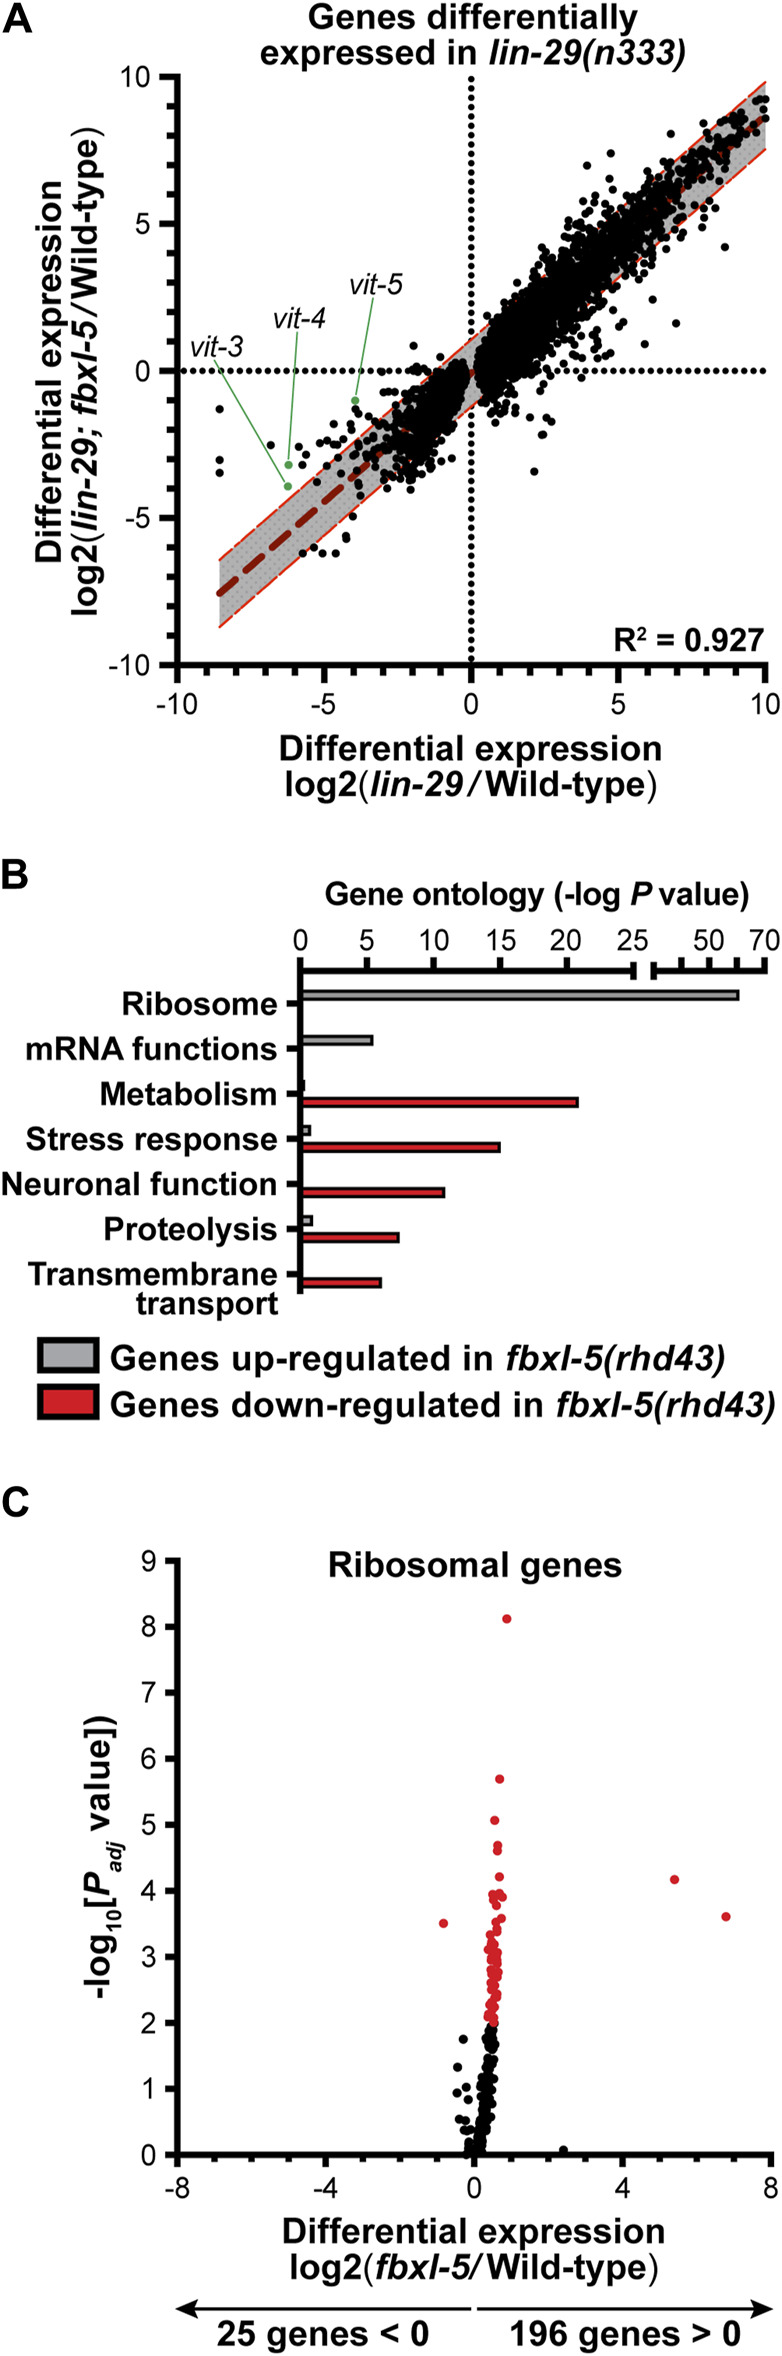
Mutation of *fbxl-5* suppresses only a portion of the transcriptional defects caused by the *lin-29* mutation and prompts a global upregulation of ribosomal genes. **(A)** A scatter plot of the mRNA-Seq differential expression values comparing the *lin-29(n333)* mutant to the *lin-29(n333); fbxl-5(rhd43)* double mutant for all 6,265 genes differentially expressed in *lin-29(n333)* animals (1% FDR). A linear regression analysis (dark red dashed line) is displayed and the 95% prediction bands for the best-fit line are shown in gray. **(B)** A bar plot showing the *p* values for the top functional categories derived from a gene ontology analysis of the genes differentially expressed in the *fbxl-5(rhd43)* mutant (1% FDR). **(C)** A volcano plot showing the differential expression values for all annotated ribosomal genes in the *fbxl-5(rhd43)* mutant (red dots indicate differentially expressed genes, 1% FDR).

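The *fbxl-5(rhd43)* single mutant was sequenced in 3 libraries of day 1 adults, with 29733059, 23728891 and 29261093 reads counted on genes in replicates 1, 2 and 3, and was compared with the 3 wild-type libraries of the *lin-29* experiment. Normalized counts, filter and limma fit were those given for that experiment. In replicate 3, 30.0% of the reads came from ribosomal RNA genes, against 1.55% in replicate 1, 0.255% in replicate 2 and between 0.309% and 0.446% in the wild-type libraries. The size factors of the authors' normalization rest on the median gene and not on the total, so these reads do not enter the scaling of the other genes. The *fbxl-5* transcript had a normalized count of 139 ± 1.41 (SD, n = 3) in the *fbxl-5(rhd43)* libraries.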

To further define the role of FBXL-5 in wild-type animals, we performed mRNA-Seq on the *fbxl-5(rhd43)* single mutant. This analysis led to the identification of 828 genes that were differentially expressed upon loss of *fbxl-5* (Supplementary Table S4). 

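At 1% FDR, limma called 345 of the 13472 genes tested as different between *fbxl-5(rhd43)* and wild-type, with 79 higher and 266 lower and a median absolute log2 fold change of 1.37. The alternative that moved this number most was a fit of only the 6 *fbxl-5* and wild-type libraries, which called 1888 genes. A DESeq2 Wald test on the recovered reads called 840. Leaving out any of the 6 libraries lowered the count to between 124 and 214 genes. Of the 345 genes, 340 are also listed in the authors' deposited table of this comparison, all with the same sign. Among the genes that fell most by the naming rule, *pud-3* had a log2 fold change of -5.12 (standard error 0.60, adjusted p = 0.000184) and *hmit-1.2* of -3.62 (standard error 0.53, adjusted p = 0.000685; limma with Benjamini-Hochberg adjustment). The normalized counts of *pud-3* were 181, 396 and 204 in the wild-type libraries and 4.82, 5.78 and 8.00 in the *fbxl-5* libraries. Those of *hmit-1.2* were 237 ± 7.37 (SD, n = 3) and 20.8 ± 12.5 (SD, n = 3). The genes that rose most were a pair of neighbouring pseudogenes on chromosome V, listed as WBGene00014955 and WBGene00014954, with log2 fold changes of 2.51 (standard error 0.33, adjusted p = 0.000469) and 2.38 (standard error 0.26, adjusted p = 7.18e-05). Reads from related genes could have been counted on these pseudogenes. Of the *vit* genes, none was called between *fbxl-5* and wild-type, and the log2 fold changes ran from -0.47 for *vit-3* (adjusted p = 0.332) to 0.27 for *vit-6* (adjusted p = 0.346; limma with Benjamini-Hochberg adjustment). With only the 6 libraries in the fit, *vit-3* was called lower (adjusted p = 0.00282, from 0.00282 to 0.472 over the alternatives and up to 0.581 with 1 library left out).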

Mutation of *fbxl-5* resulted in both increased and decreased mRNA levels for genes expressed in each of the major *C. elegans* tissues, which likely represents both the cell-autonomous and non-cell-autonomous effects of mutating *fbxl-5* (Supplementary Figure S3). A gene ontology analysis revealed that the upregulated genes are enriched in ribosomal and mRNA function, while the downregulated genes are annotated to act in cellular metabolism, stress response pathways, or proteolysis (Figure 2B). 

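The source data of Fig. 2C list 221 ribosomal genes, comprising genes for cytosolic and mitochondrial ribosomal proteins, ribosomal RNA genes and related genes. Of these, 219 passed the filter on low counts, and 195 of the 219 had a higher mean in *fbxl-5* than in wild-type. At 1% FDR over all genes tested, 17 were called higher and 1 lower by limma with Benjamini-Hochberg adjustment. Adjusted over the list alone, 64 were called higher. The count of 17 moved with the processing, to 31 with TMM normalization, to 69 with a DESeq2 Wald test and to 109 with only the 6 libraries in the fit, and it was 2 whenever any library was left out. The median log2 fold change of the list was 0.33. Of 10000 random lists of 219 genes matched on mean expression, 0 had a median as high, the highest being 0.05. As a set, the list was higher in *fbxl-5* in limma's camera test with a preset correlation (p = 1.54e-24), and the call held in fry, which uses the observed correlation (p = 0.00209). The *rpl* and *rps* genes, which encode the cytosolic ribosomal proteins, were higher in *fbxl-5* in 77 of 77 cases, with a median of 0.49, and 12 of them were called (adjusted p = 0.00393 for the set from limma's fry, Benjamini-Hochberg over 84 tests of families). The *rpl* and *rps* median was 0.520, 0.464 and 0.485 above the wild-type mean in the 3 *fbxl-5* libraries, while single wild-type libraries lay between -0.0262 and 0.0289 of that mean. Libraries of 1 genotype could differ more, by up to 0.463 in *lin-29*, so variation between libraries is not excluded as a cause. The largest fold changes in the list belonged to the ribosomal RNA genes. The normalized count of *rrn-3.1* was 311997, 57588 and 9633244 in *fbxl-5* replicates 1, 2 and 3, against 69499, 74994 and 92361 in wild-type, so their rise was absent from replicate 2. Without the ribosomal RNA genes the median of the list was unchanged at 0.33 over 217 genes.

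**Figure D2:**
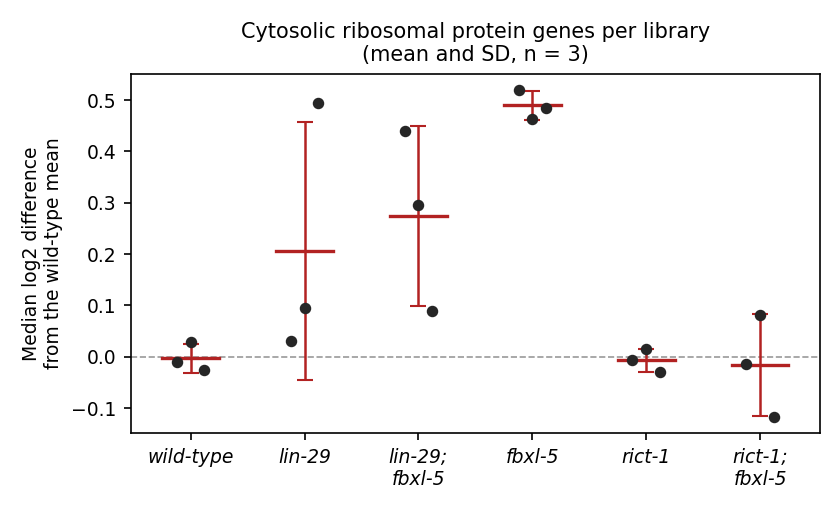
Median over the 77 *rpl* and *rps* genes of the log2 difference from the wild-type mean (vertical axis) for each library of the 6 genotypes, with points for libraries and lines and bars for the mean and SD of 3. The 3 *fbxl-5* libraries lie between 0.464 and 0.520, and *lin-29* replicate 3 lies at 0.494.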

Remarkably, expression of 196 of the 221 *C. elegans* ribosomal genes was increased in the *fbxl-5* mutant (Figure 2C), suggesting that translation is globally upregulated upon loss of *fbxl-5*. Thus, FBXL-5 functions broadly in maintaining cellular energy and protein homeostasis, possibly by governing the activity of a core homeostatic regulator that senses metabolic or developmental signals to tune protein synthesis.

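The rise was not equal across the ribosomal gene list. The 140 listed genes that are neither *rpl* or *rps* genes nor ribosomal RNA genes had a median log2 fold change of 0.19 in *fbxl-5*, with 116 of 140 higher and 5 called higher. At an unadjusted threshold of 0.05, limma's camera called this set higher and the call held in fry, and the highest median among 10000 matched random lists was 0.07. The genes for mitochondrial ribosomal proteins alone, 69 genes with symbols *mrpl* and *mrps*, had a median of 0.13, with 61 of 69 higher. As a set they did not pass 0.05 in limma's fry (adjusted p = 0.0681, Benjamini-Hochberg over 84 tests of families). From the number of ribosomal genes with increased expression, the paper proposes that translation is globally raised upon loss of *fbxl-5*. Together with its gene ontology analysis, which was not repeated here, it concludes that FBXL-5 acts broadly in cellular energy and protein homeostasis.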

### Heterochronic mutants ectopically express FBXL-5 at adulthood

Since loss of *fbxl-5* in an otherwise wild-type background fails to upregulate *vit* gene expression (Figure 1E), we reasoned that FBXL-5 levels may be specifically altered in the *lin-4* and *lin-29* heterochronic mutants. To test this hypothesis, we first measured *fbxl-5* transcript levels at the L4 and adult stages in the *lin-4(e912)* mutant by RT-qPCR, finding that *fbxl-5* expression is specifically upregulated in *lin-4* days 1 adult animals (Figure 3A). Consistently, adult expression of *fbxl-5* is also elevated in the *lin-29* mutant relative to wild-type animals (Supplementary Figure S4A). 

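The *fbxl-5* gene lies on chromosome V from 7742909 to 7751369 in the WBcel235 annotation, on the plus strand, and is protein-coding. Its normalized count was 94.9 ± 13.2 (SD, n = 3) in wild-type, with 86.5, 110 and 88.1 in replicates 1, 2 and 3. In *lin-29(n333)* it was 398 ± 133 (SD, n = 3), with 312, 331 and 551, a ratio of means of 4.19. The log2 fold change was 2.02 (standard error 0.26, adjusted p = 6.18e-06 from limma with Benjamini-Hochberg adjustment), and all 3 *lin-29* libraries lay above all 3 wild-type libraries. An exact permutation test of the 3 against 3 counts, two-sided, gave p = 0.1, the smallest p this design allows. With each wild-type or *lin-29* library left out in turn, the log2 fold change stayed between 1.76 and 2.17. Over the other alternatives it stayed between 1.97 and 2.11. In the *lin-29; fbxl-5* double mutant the normalized count was 479 ± 242 (SD, n = 3), with 755, 374 and 306, and it was not called different from *lin-29* (adjusted p = 0.681 from limma with Benjamini-Hochberg adjustment). A smaller rise was seen in *rict-1(mg360)*, at 181 ± 10.5 (SD, n = 3), a ratio of means to wild-type of 1.91. It was not called in limma (adjusted p = 0.0114) but was called in a DESeq2 Wald test (adjusted p = 0.00476). A higher level than in wild-type was thus not limited to *lin-29*.

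**Figure D3:**
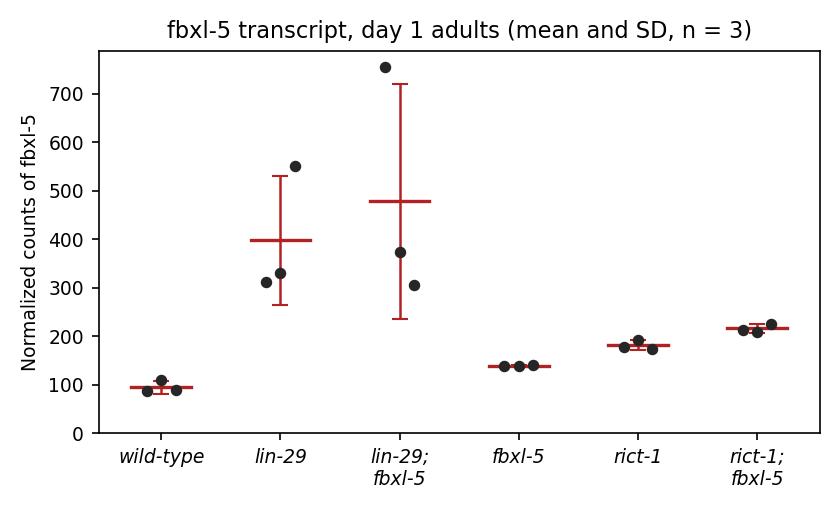
Normalized counts of *fbxl-5* (vertical axis, from 0) in each library of the 6 genotypes, with points for libraries and lines and bars for the mean and SD of 3. The *lin-29* libraries lie between 312 and 551, all above the wild-type libraries.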

To measure FBXL-5 protein levels, we inserted a 3xFLAG::AID cassette into the 5’ end of the *fbxl-5* locus by CRISPR/Cas9 editing, which did not disrupt FBXL-5 function and enabled detection by Western blotting (Supplementary Figure S4B). This strain, however, did not respond to auxin treatment (Supplementary Figure S4B), possibly because the auxin-inducible degron (AID) tag on FBXL-5 is buried in a larger protein complex that was inaccessible to TIR1. We assessed FBXL-5 expression levels across development by Western blot, probing lysates from wild-type and *lin-4(e912)* animals isolated at different developmental stages with an anti-FLAG antibody. Consistent with our gene expression measurements, the *lin-4* mutant ectopically expresses FBXL-5 at the first day of adulthood, which persists into the second day of adulthood (Figure 3B; Supplementary Figure S4C). We observed a similar FBXL-5 expression pattern for animals subjected to *lin-29* RNAi (Supplementary Figure S4D). While wild-type animals had the highest amount of FBXL-5 expression at the L4 stage, FBXL-5 protein was reproducibly detected at the L3s stage (Figure 3B; Supplementary Figure S4C), suggesting that *fbxl-5* may be upregulated at the L3-L4 transition and may serve a specific role during the L4 developmental stage. Together, these data indicate that heterochronic programs control *fbxl-5* expression, suggesting that the heterochrony of the *lin-4* and *lin-29* mutants may be, at least in part, attributed to improper levels of FBXL-5 during development.

**FIGURE 3:**
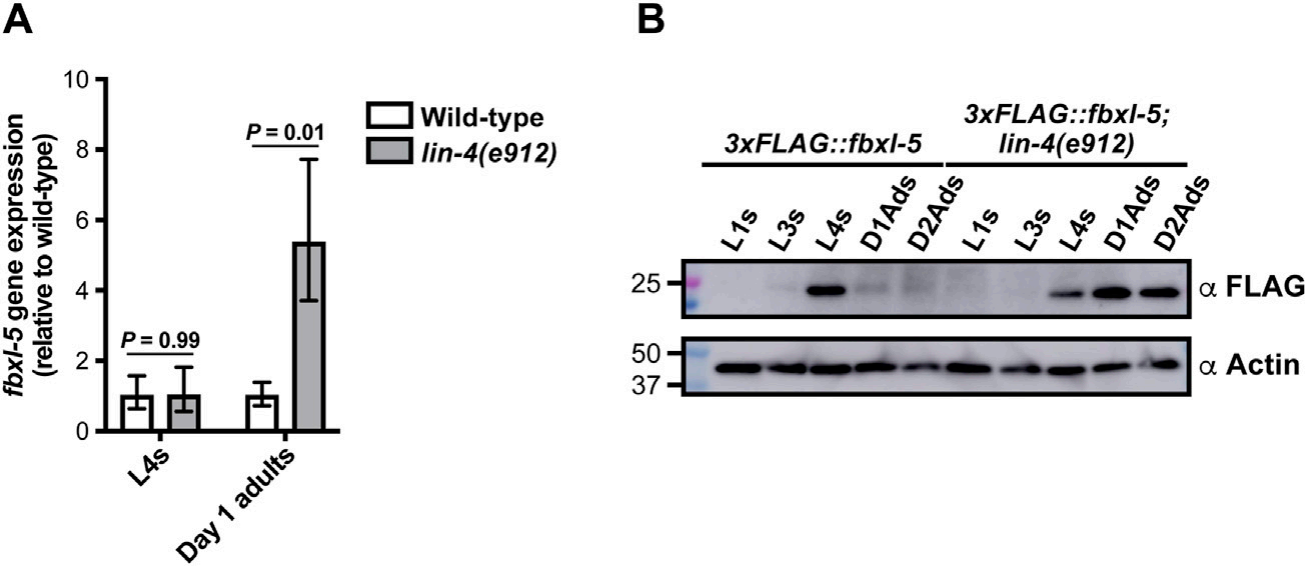
The FBXL-5 protein is misexpressed at the adult stage in the *lin-4* heterochronic mutant. **(A)** mRNA expression levels of *fbxl-5* in wild-type and *lin-4(e912)* animals at the L4 and day 1 adult stage as determined by RT-qPCR (mean ± SEM; *t*-test). **(B)** A Western blot analysis of lysates from wild-type or *lin-4* mutants expressing an endogenously-tagged 3xFLAG::FBXL-5 protein at the indicated developmental stages (replicate experiment shown in Supplementary Figure S4C). An actin blot is included as a loading control.

### FBXL-5 acts cell-autonomously to govern vitellogenin expression and intestinal homeostasis

Since loss of *fbxl-5* resulted in altered transcription of genes expressed in a variety of tissues, we reasoned that FBXL-5 could act either cell-autonomously or non-cell-autonomously to control vitellogenin expression in the intestine. Importantly, LIN-29 functions in the hypodermis to regulate vitellogenesis in a non-cell-autonomous fashion (Dowen et al., 2016), and it is possible that ectopic expression of *fbxl-5* in the hypodermis is partially responsible for the impaired vitellogenin production that is observed in the *lin-29* mutant. To investigate the tissue-specificity of FBXL-5, we first generated a transgenic strain expressing a P*fbxl-5::mCherry* transcriptional reporter, comprised of a ∼2 kb fragment of the *fbxl-5* promoter driving the *mCherry* gene, and inspected animals for mCherry expression by fluorescence microscopy. This analysis revealed that *fbxl-5* is indeed weakly expressed in the intestine of wild-type young adults; however, it is also expressed in a small set of neurons in the head and in the body wall muscle (Figure 4A; Supplementary Figure S5A), which is consistent with the widespread transcriptional changes that we observed. Surprisingly, we did not observe P*fbxl-5::mCherry* reporter expression in the hypodermis despite finding that hypodermal genes were downregulated in the *fbxl-5* mutant (Supplementary Figure S3). However, it is possible that *fbxl-5* hypodermal expression is relatively low compared to other tissues, a hypothesis that is supported by existing tissue-specific mRNA-Seq data (Kaletsky et al., 2018). Intriguingly, in wild-type animals intestinal P*fbxl-5::mCherry* reporter expression continued to increase throughout adulthood while FBXL-5 protein levels decreased (Figure 3B; Supplementary Figure S5B), suggesting that *fbxl-5* may be post-transcriptionally or post-translationally regulated; however, the long-term stability of mCherry protein may at least partially contribute to this elevated signal in older animals.

**FIGURE 4:**
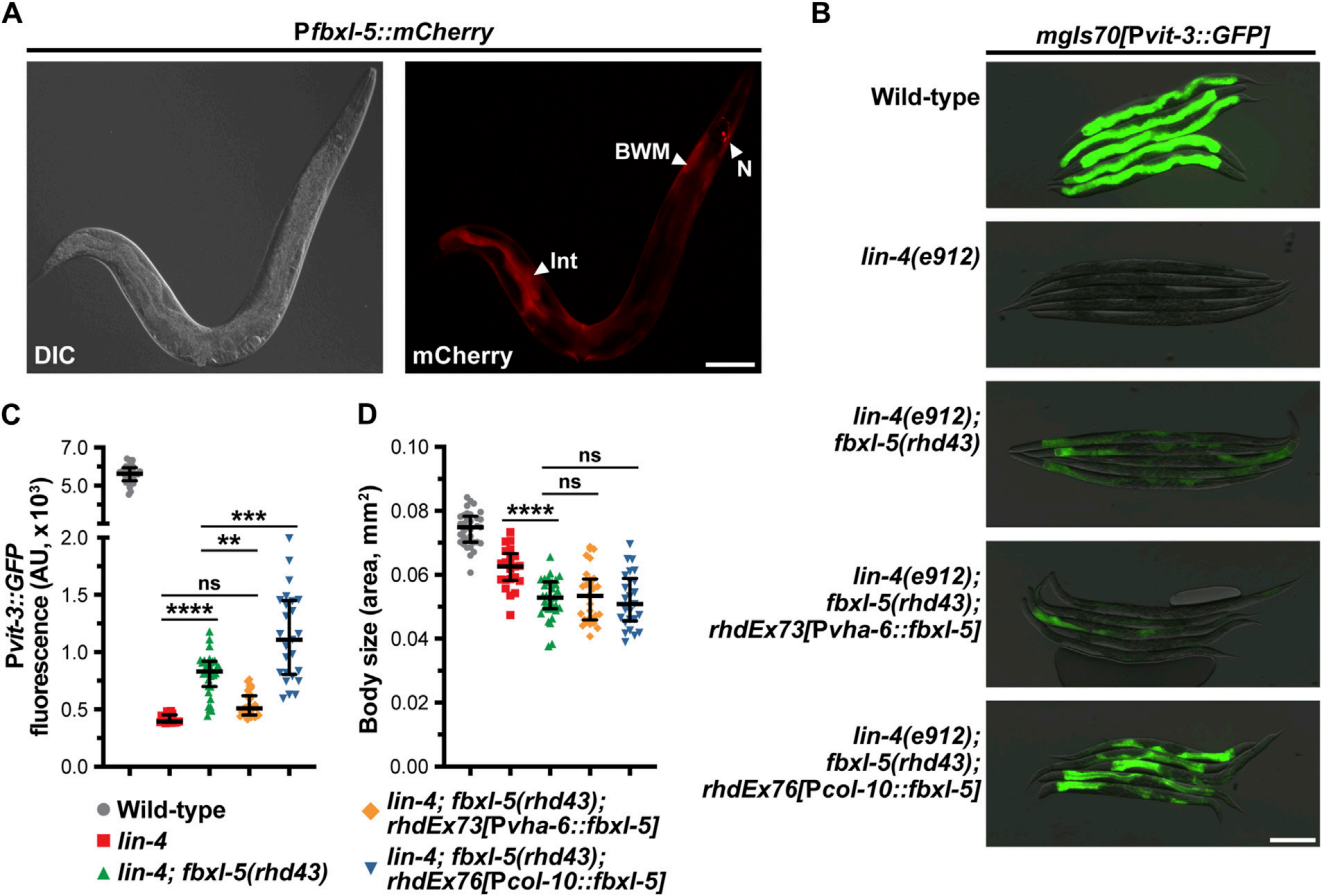
The FBXL-5 protein acts cell-autonomously to control vitellogenesis. **(A)** A representative DIC and mCherry fluorescence image of an animal expressing a P*fbxl-5::mCherry* transcriptional reporter (Int, intestine; BWM, body wall muscle; N, neurons; scale bar, 100 μm). **(B)** Representative overlaid DIC and P*vit-3::GFP* fluorescence images (scale bar, 200 μm), **(C)** P*vit-3::GFP* reporter quantification, and **(D)** body sizes of day 1 adult wild-type, *lin-4(e912)*, and *lin-4(e912); fbxl-5(rhd43)* animals, as well as the indicated *lin-4(e912); fbxl-5(rhd43)* tissue-specific rescue strains (P*vha-6*, intestinal-specific rescue; P*col-10*, hypodermal-specific rescue). **(C,D)** Data are plotted as the median and interquartile range (ns, not significant, **, *p* < 0.01, ***, *p* < 0.001, ****, *p* < 0.0001, one-way ANOVA).

Despite being expressed in several tissues, we reasoned that FBXL-5 likely acts in the intestine or in the hypodermis (the site of *lin-29* action) to regulate vitellogenesis. Thus, we generated intestine-specific and hypodermis-specific *fblx-5* rescue constructs to test whether the *fblx-5(rhd43)* mutation could be rescued by tissue-specific expression of *fblx-5*. Rescue of *fblx-5* in the intestine, but not in the hypodermis, reversed the suppressive effects of *fblx-5(rhd43)* in the *lin-4* mutant background back to baseline P*vit-3::GFP* levels (Figures 4B, C). Surprisingly, hypodermal *fblx-5* over-expression further enhanced the suppressive effects of the *rhd43* allele, suggesting that FBXL-5 might promote vitellogenin expression when expressed outside of the intestine. While the vitellogenesis phenotype was rescued by intestinal expression of *fbxl-5*, the small body size phenotype that we observed in the *lin-4(e912)*; *fblx-5(rhd43)* double mutant was not rescued by intestinal or hypodermal *fbxl-5* expression (Figure 4D), suggesting that FBXL-5 may act non-cell-autonomously to control body size.

Since *fbxl-5* is ectopically expressed in the *lin-4* and *lin-29* heterochronic mutants, we reasoned that the consequences of FBXL-5 misexpression should be mirrored by constitutive over-expression of *fbxl-5* in the intestine of otherwise wild-type animals. Thus, we integrated a P*vha-6::fbxl-5* extrachromosomal array into the genome via gamma irradiation and crossed the resulting strains to our vitellogenesis reporter. Consistent with our *fbxl-5* rescue experiments, constitutive over-expression of *fbxl-5* in the intestine is sufficient to abrogate P*vit-3::GFP* expression (Figures 5A, B). Furthermore, *fbxl-5* over-expression prevented the accumulation of intestinal lipids and restricted body size (Figures 5C, D), suggesting that FBXL-5 might impair nutrient absorption or stimulate lipid catabolism pathways. Lipid levels are reduced both at the L4 larval stage and during reproduction by *fbxl-5* over-expression (Figure 5E), suggesting that FBXL-5 does not act exclusively on a larval-specific metabolic regulator.

**FIGURE 5:**
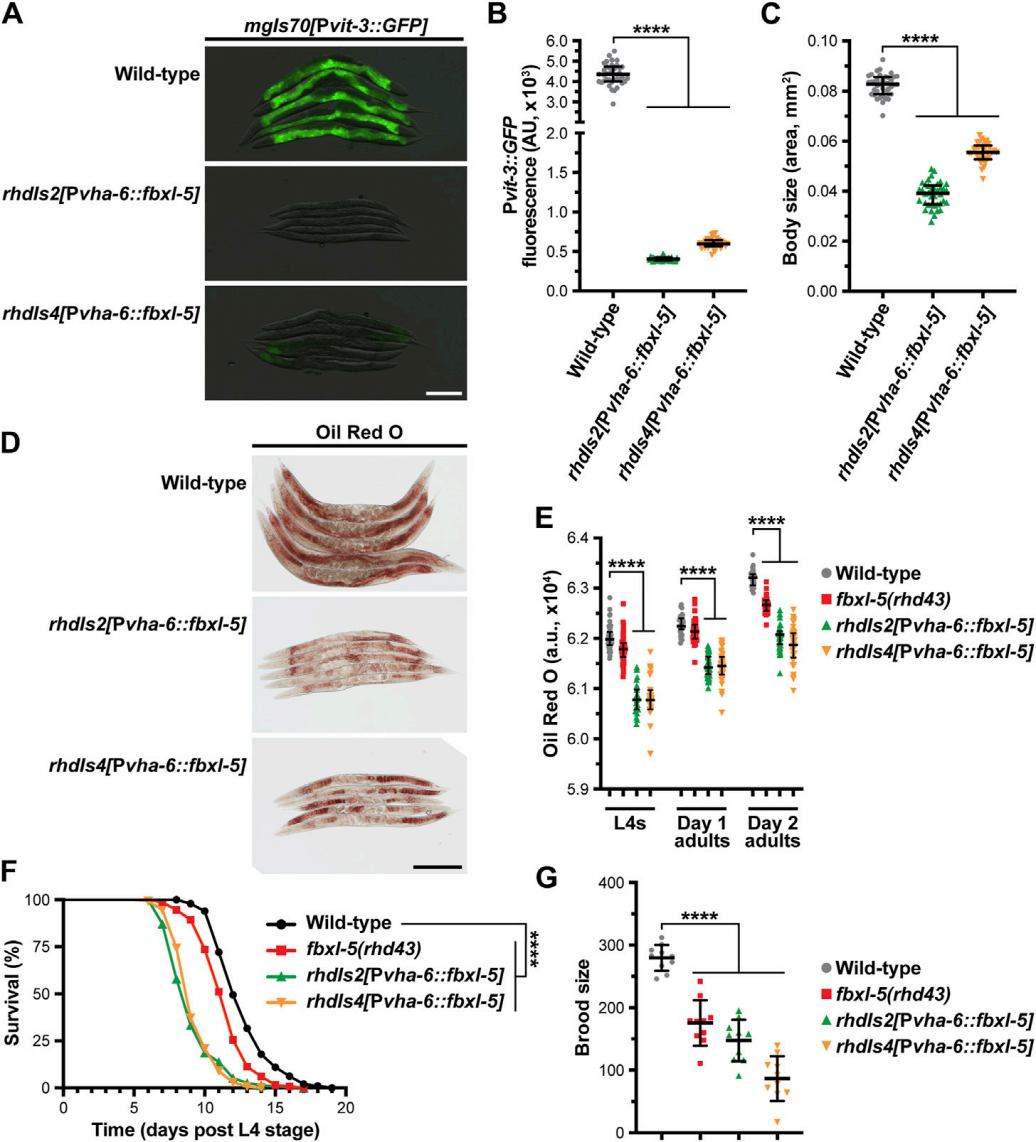
Constitutive overexpression of *fbxl-5* in the intestine is sufficient to impair lipid homeostasis and shorten lifespan. **(A)** Overlaid DIC and P*vit-3::GFP* fluorescence images (scale bar, 200 μm), **(B)** P*vit-3::GFP* reporter quantification, **(C)** body size, and **(D)** representative images (scale bar, 200 μm) of Oil Red O-stained wild-type or *fbxl-5* intestinal overexpression animals (P*vha-6::fbxl-5*, two independently integrated array lines). **(E)** Quantification of Oil Red O staining for wild-type, *fbxl-5(rhd43)*, and *fbxl-5* overexpression animals at the L4, day one adult, and day 2 adult stages reveals that FBXL-5 restricts lipid accumulation. **(F)** Longitudinal lifespans (25°C with FUDR; ****, *p* < 0.0001, Log-rank test) and **(G)** brood size (20°C; mean +/- SD; ****, *p* < 0.0001, one-way ANOVA) of wild-type, *fbxl-5(rhd43)*, and *fbxl-5* overexpression animals. **(B,C,E)** Data are plotted as the median and interquartile range (****, *p* < 0.0001, one-way ANOVA).

Impaired vitellogenin production can indirectly extend organismal lifespan by stimulating intestinal autophagy and lipid catabolism (Murphy et al., 2003; Seah et al., 2016). Thus, we tested whether *fbxl-5* over-expression, which severely reduces vitellogenin synthesis, increases longevity. Surprisingly, over-expression of *fbxl-5* in the intestine reduced the lifespan of otherwise wild-type animals (Figure 5F), which is consistent with FBXL-5 playing a more widespread role in metabolic regulation. Moreover, the *fbxl-5(rhd43)* mutant also displayed a modest, but statistically significant, reduction in lifespan, which is consistent with the modest reduction in lipid levels and brood size that we observed in these mutant animals (Figures 5E, G). Predictably, intestinal over-expression of *fbxl-5* reduced progeny production (Figure 5G), likely a consequence of the impaired vitellogenin production. Together, these data suggest that FBXL-5 can function broadly in the intestine to alter metabolic, reproduction, and longevity programs.

### FBXL-5 functions in a canonical SCF complex

One canonical function of F-box proteins is to mediate poly-ubiquitination and proteasomal degradation of their substrates, which requires coordination with the Skp1 and Cullin proteins. While *C. elegans* expresses ∼520 F-box proteins, the genome only contains 21 Skp1-related (*skr*) genes and 6 Cullin (*cul*) genes, suggesting that these factors have less functional redundancy than the F-box family (Nayak et al., 2002; Thomas, 2006). To determine if FBXL-5 functions in concert with the SKR and CUL proteins, we performed a small-scale RNAi screen to identify the *skr*/*cul* genes that are required for reducing P*vit-3::GFP* reporter expression in *fbxl-5* over-expression animals. We screened all six *cul* genes, as well as a majority of the *skr* genes (14/21), for vitellogenesis phenotypes and excluded any clones that caused lethality or prevented larval development. Knock-down of *skr-3* by RNAi modestly increased GFP levels in the reporter strain, which was recapitulated using the *skr-3(ok365)* mutant allele (Figure 6A; Supplementary Figure S6). Although we also identified *cul-6* as a candidate in our RNAi screen, the *cul-6(ok1614)* mutation failed to replicate this finding; however, mutation of both *skr-3* and *cul-6* strongly increased P*vit-3::GFP* expression in *fbxl-5* over-expression animals relative to the control (Figures 6A, B; Supplementary Figure S6). Further mutation of *skr-4* or *skr-5*, which both share significant similarity to *skr-3* (Nayak et al., 2002), failed to dramatically enhance the *skr-3(ok365); cul-6(ok365)* double mutant. Together, these data suggest that FBXL-5 functions in concert with SKR-3 and CUL-6 to restrict vitellogenin production; however, it is likely that FBXL-5 acts with other redundantly-acting factors, as P*vit-3::GFP* expression levels are only partially restored to wild-type levels in *skr-3; cul-6* double mutant. Alternatively, high levels of FBXL-5 over-expression may facilitate interactions with other SKR/CUL proteins that are not normally preferred when FBXL-5 is expressed at endogenous levels, which may limit the suppressive effects of the *skr-3* and *cul-6* mutations in this experiment.

**FIGURE 6:**
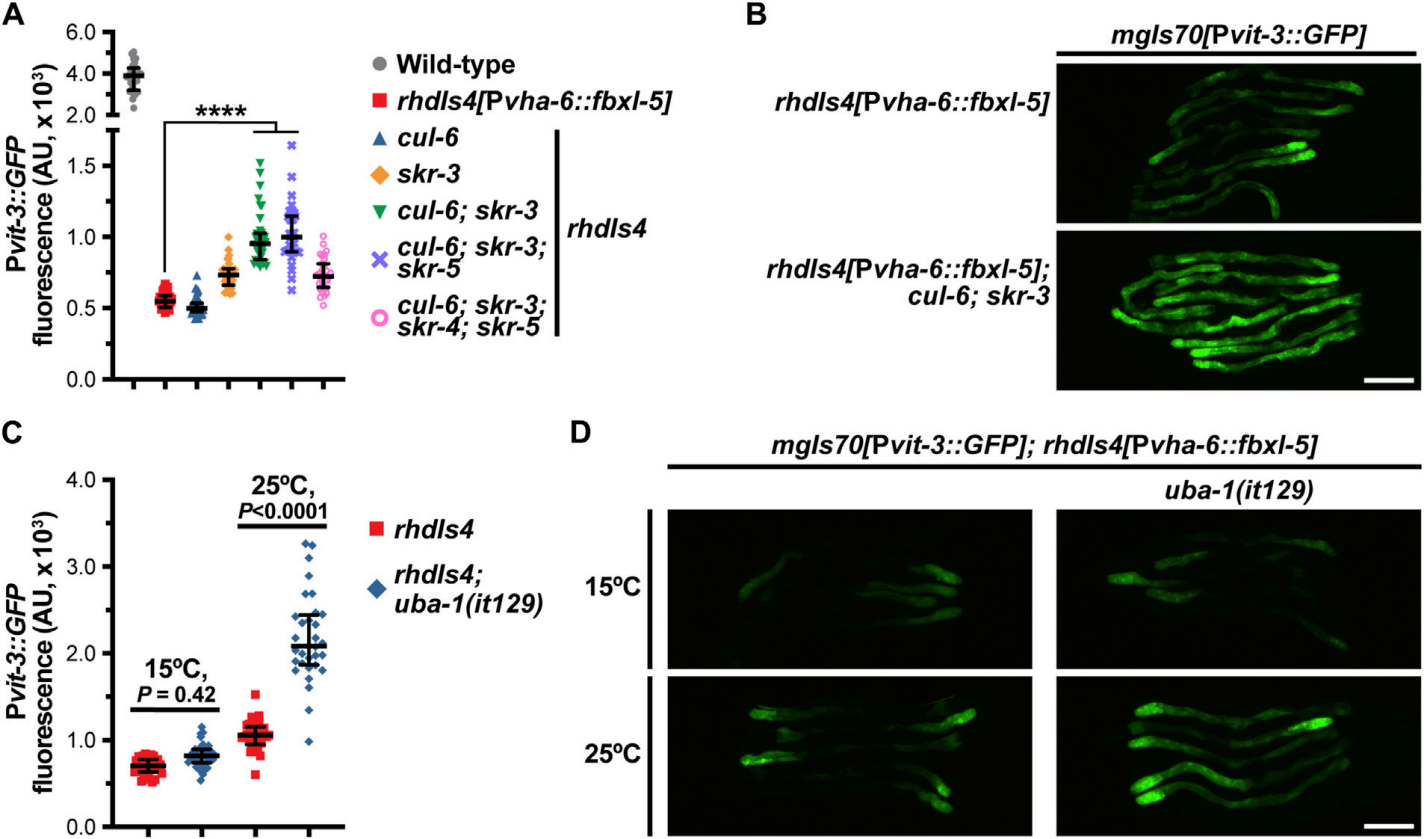
FBXL-5 acts in a SCF complex to restrict vitellogenesis likely via canonical ubiquitin-mediated proteasomal degradation. **(A)** P*vit-3::GFP* fluorescence quantification and **(B)** representative P*vit-3::GFP* images of *fbxl-5* intestinal overexpression animals (*rhdIs4*) carrying the indicated *skr* (Skp1 related) or *cul* (Cullin) mutations suggesting that SKR-3 and CUL-6 act with FBXL-5 in a SCF complex. The full set of representative P*vit-3::GFP* images can be found in Supplementary Figure S6. **(C)** P*vit-3::GFP* fluorescence quantification and **(D)** representative P*vit-3::GFP* images of *rhdIs4* or *rhdIs4*; *uba-1(it129)* animals. The *uba-1(it129)* mutation is a temperature sensitive loss-of-function allele at 25°C. **(A,C)** Data are plotted as the median and interquartile range (****, *p* < 0.0001, one-way ANOVA). **(B,D)** Scale bars are 200 μm.

To further examine the role of poly-ubiquitination in the FBXL-5-dependent regulation of vitellogenesis, we introduced the *uba-1(it129ts)* temperature-sensitive mutation into the *fbxl-5* over-expression strain. UBA-1 is the sole E1 ubiquitin-activating enzyme in *C. elegans* and its activity is required for the ubiquitin proteolytic pathway (Kulkarni and Smith, 2008). Consistent with our previous results, the *uba-1(it129ts)* mutation partially suppressed the effects of *fbxl-5* over-expression at the restrictive, but not permissive, temperature (Figures 6C, D). Together, our results suggest that FBXL-5 acts in a SCF complex, likely with SKR-3 and CUL-6, to promote poly-ubiquitination-mediated proteasomal degradation. However, we are unable to eliminate the possibility that FBXL-5 associates with other SKR/CUL proteins in the intestine, or potentially a different set of SKR/CUL proteins in the muscle, to carry out some of its homeostatic functions.

### FBXL-5 acts in concert with mTORC2 to govern intestinal homeostasis

We have previously shown that hypodermal *lin-29* acts genetically upstream of intestinal mTORC2 signaling to regulate vitellogenesis (Dowen et al., 2016). We hypothesized that FBXL-5 might be responsible for modulating the signaling between LIN-29 and mTORC2, which we tested by performing genetic epistasis analyses. While knock-down of *fbxl-5* by RNAi increased P*vit-3::GFP* expression 3.3-fold in *lin-4(e912)* and 3.9-fold in *lin-29(n333)* mutant animals, the suppressive effects seen in *rict-1(mg360)* and *sgk-1(ok538)* animals were less striking (1.6- and 0.9-fold, respectively; Figure 7A; Supplementary Figure S7A). The *mg360* allele is a missense mutation in *rict-1*, and thus, this mutant could retain some *rict-1* function, which complicates the interpretation of our epistasis analysis. Therefore, we generated a complete *rict-1* deletion mutant by CRISPR/Cas9 editing, removing the entire sequence between the start and stop codons, including the *pqn-32* gene that is positioned between exons 10 and 11, and measured P*vit-3::GFP* reporter expression. Consistent with the *mg360* allele, complete deletion of *rict-1* resulted in a robust decrease in P*vit-3::GFP* levels, while further mutation of *fbxl-5* resulted in a modest, but significant, 1.1-fold increase in reporter expression (Figure 7B). This weak suppression phenotype was not limited to vitellogenesis, as the *fbxl-5(rhd43)* mutation also partially suppressed the short lifespan of the *rict-1(mg360)* mutant (Figure 7C). To eliminate the possibility that FBXL-5 non-specifically restricts vitellogenin expression in the intestine, we performed *fbxl-5* RNAi on *daf-2(e1370)* mutants, which also have reduced P*vit-3::GFP* reporter expression (Dowen et al., 2016). Knock-down of *fbxl-5* had no impact on vitellogenin expression in *daf-2* mutant animals (Supplementary Figure S7B). Together, our results suggest that *fbxl-5* acts genetically upstream of *rict-1* and *sgk-1* to regulate vitellogenesis; however, it is also likely that *fbxl-5* acts simultaneously in a pathway parallel to *rict-1* to regulate lifespan and vitellogenesis via a mTORC2-independent mechanism.

**FIGURE 7:**
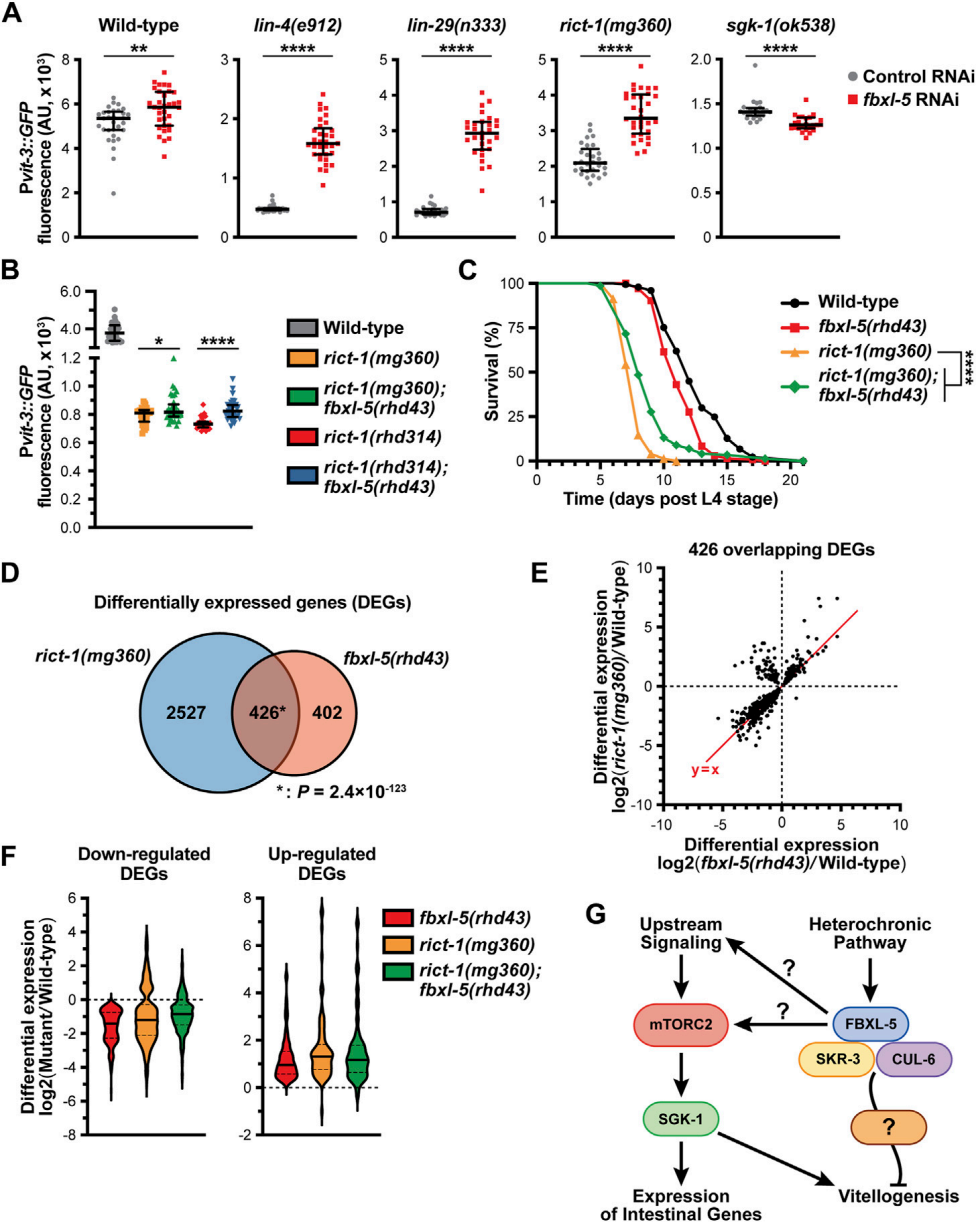
FBXL-5 functions in the mTORC2 pathway. **(A)** Quantification of P*vit-3::GFP* fluorescence in the indicated heterochronic (*lin-4*, *lin-29*) or mTORC2 (*rict-1*, *sgk-1*) mutants following treatment with either control or *fbxl-5* RNAi (median and interquartile range; ****, *p* < 0.0001, *t*-test). **(B)** P*vit-3::GFP* fluorescence quantification of strains carrying either the *rict-1(mg360)* missense mutation or the *rict-1(rhd314)* null mutation, which lacks the entire *rict-1* locus (median and interquartile range; *, *p* < 0.05, ****, *p* < 0.0001, *t*-test). The *fbxl-5(rhd43)* mutation modestly suppresses both *rict-1* mutations. **(C)** Longitudinal lifespan assays of the indicated strains reared at 25°C in the presence of FUDR demonstrating that the *fbxl-5(rhd43)* mutation extends the lifespan of short-lived *rict-1(mg360)* animals (****, *p* < 0.0001, Log-rank test). **(D)** A Venn diagram showing the overlap of genes differentially expressed in the *rict-1(mg360)* and *fbxl-5(rhd43)* mutants relative to wild-type (1% FDR; *, hypergeometric *p*-value). **(E)** A scatter plot of the differential expression values of the 426 genes co-regulated by RICT-1 and FBXL-5 indicating that most genes are similarly regulated. **(F)** Violin plots comparing the differential expression values of the 426 RICT-1/FBXL-5 co-regulated genes for the *fbxl-5(rhd43)* and *rict-1(mg360)* single mutants, as well as the *rict-1(mg360)*; *fbxl-5(rhd43)* double mutant, showing that loss of both genes fails to produce an additive effect. **(G)** A proposed model of FBXL-5 action in the *Caenorhabditis elegans* intestine.

To further define the relationship between FBXL-5 and RICT-1 signaling, we performed mRNA-Seq on the *rict-1(mg360)* mutant and compared the differentially expressed genes (DEGs) between the *rict-1* and *fbxl-5* mutants (Supplementary Table S4). 

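RICT-1 is a core component of mTORC2, and *mg360* is a missense mutation. The *rict-1(mg360)* mutant was sequenced in 3 libraries of day 1 adults, with 26234951, 27517796 and 27003866 reads counted on genes, and was compared with the same 3 wild-type libraries as *fbxl-5(rhd43)*. The values, filter and limma fit were those of the *lin-29* experiment. At 1% FDR, 2215 of the 13472 genes tested differed between *rict-1* and wild-type, with 1436 higher and 779 lower. This number moved most with the threshold, to 3980 genes at 5% FDR, and it was 1400 without wild-type replicate 1 and 1463 without *rict-1* replicate 3. The transcript of *rict-1* was at 2643 ± 469 normalized counts (SD, n = 3) in the mutant and at 3005 ± 241 (SD, n = 3) in wild-type and was not called (adjusted p = 0.227 from limma with Benjamini-Hochberg adjustment). Among the genes that changed most by the naming rule, *ugt-18* rose from 4.64 ± 0.08 normalized counts (SD, n = 3) to 1572 ± 79.0 (SD, n = 3), and *F56C3.9* from 12.7 ± 5.06 (SD, n = 3) to 1293 ± 29 (SD, n = 3). The *vit-3* gene fell from its wild-type level to 1173 ± 279 (SD, n = 3), and *srlf-30* from 284 ± 32.7 (SD, n = 3) to 8.92 ± 5.29 (SD, n = 3).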

There was a striking overlap between these datasets, with 51% of the *fbxl-5* DEGs also misexpressed in the *rict-1* mutant (Figure 7D). 

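Of the genes called in *fbxl-5* against wild-type, 179 were also called in *rict-1*, which is 51.9% (95% Wilson interval 46.6% to 57.1%), where 56.7 genes were expected by chance among the 13472 tested. The hypergeometric p over the genes tested was 2.26e-53, with the limit that genes are not independent. The share ranged from 47.6% to 57.8% over the processing alternatives. The number of shared genes moved more, to 420 with a DESeq2 Wald test, 620 at 5% FDR and 726 with only the libraries compared in each fit. It fell to between 74 and 147 when 1 library was left out, and was lowest without wild-type replicate 3. Both comparisons use the same wild-type libraries, so part of an overlap can arise from those libraries alone. In 100 simulations in which neither mutant differed from wild-type, 0 genes were called in both. In 100 simulations that kept the size of the *rict-1* effects but gave them to other genes of similar expression, a mean of 34.7 and at most 47 genes were called in both, with a share of at most 16.8% of the *fbxl-5* genes. These simulations drew noise for each gene separately and called fewer genes than the data, a mean of 274 in *fbxl-5* and 1640 in *rict-1*. They cannot exclude wild-type deviations shared across genes.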

The vast majority of these overlapping DEGs showed similar directionalities and degrees of mis-expression between the two mutants; however, a small cluster of genes was upregulated in the *rict-1(mg360)* mutant but downregulated in *fbxl-5(rhd43)* animals (Figure 7E). This could be a result of FBXL-5 having different roles within the intestine or having unique functions in different tissues. 

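Of the 179 genes called in both mutants, 142 changed in the same direction (79.3%, 95% Wilson interval 72.8% to 84.6%), with 106 lower and 36 higher in both. The share with the same direction was between 75.7% and 82.3% over the processing alternatives. With *rict-1* effects given to other genes and the wild-type libraries shared, at most 58.5% had the same direction. Across the 179 genes, the fold changes of the mutants correlated with r = 0.75. Across all genes tested r was 0.46, and unchanged groups set against the same wild-type libraries gave a mean r of 0.50. With different wild-type libraries for each mutant, in 6 arrangements, r was between 0.295 and 0.444. These correlations are across genes, which are not independent replicates. The remaining 37 genes were higher in *rict-1* and lower in *fbxl-5*, and 0 genes had the opposite combination. The 37 genes had median log2 fold changes of -0.87 in *fbxl-5*, 1.40 in *rict-1* and 0.24 in the double mutant, each against wild-type. This count was 74 with a DESeq2 Wald test, 120 with only the libraries compared in each fit and as low as 13 without wild-type replicate 2 or 3. With *rict-1* effects given to other genes, simulations held a mean of 18.8 and at most 29 such genes. These simulations called fewer genes than the data. Scaled to the numbers called in the data, they held a mean of 31.9 and at most 50.9. The count of 37 therefore cannot tell a joint regulation from an overlap of unrelated effects. By the naming rule, the largest differences were in *clec-67*, *irg-5* and *sysm-1*. The normalized count of *clec-67* was 133 ± 31.3 in wild-type, 42.7 ± 2.28 in *fbxl-5* and 1654 ± 37.9 in *rict-1* (SD, n = 3 each). That of *irg-5* was 404 ± 75.2, 84.5 ± 23.9 and 3114 ± 1127 (SD, n = 3 each), and that of *sysm-1* was 416 ± 88.2, 70.9 ± 19.1 and 2213 ± 363 (SD, n = 3 each). Between the 2 mutants, *rict-1* against *fbxl-5*, the log2 differences were 5.24, 5.16 and 4.97, with adjusted p-values of 1.31e-10, 1.43e-07 and 1.64e-07 from limma with Benjamini-Hochberg adjustment. The call of *irg-5* as lower in *fbxl-5* was lost in 4 of the 6 fits that left out a library.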

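The *rict-1(mg360); fbxl-5(rhd43)* double mutant was sequenced in 3 libraries of day 1 adults, with 27235360, 26916659 and 24989867 reads counted on genes in replicates 1, 2 and 3. Its values were processed as those of the other genotypes and entered the same limma fit. Against wild-type, 1471 genes were called at 1% FDR, 991 higher and 480 lower. Against *fbxl-5*, 1343 genes were called, 934 higher and 409 lower. The gene set followed here comprises the 179 genes that limma called in both single mutants, 143 of them lower and 36 higher in *fbxl-5* than in wild-type.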

With many genes similarly altered in *rict-1* and *fbxl-5* mutants, we performed mRNA sequencing on the *rict-1(mg360); fbxl-5(rhd43)* double mutant and calculated the differential expression values for the 426 co-regulated genes. Simultaneous loss of both *rict-1* and *fbxl-5* did not further alter gene expression levels compared to the single mutants (Figure 7F), suggesting that these genes are regulated by FBXL-5 and RICT-1 in a linear pathway. Together, our results indicate that FBXL-5 regulates gene expression via mTORC2-dependent and independent mechanisms (Figure 7G).

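Among the 143 genes that were lower in *fbxl-5* and called in both single mutants, the median log2 fold change against wild-type was -1.79 in *fbxl-5*, -1.30 in *rict-1* and -0.94 in the double mutant. These 143 include the 37 genes that were higher in *rict-1*. For the 106 genes lower in both single mutants, the medians were -2.12, -1.81 and -1.15 in the same order. For the 143 genes, the SD of the double mutant's median over its 3 libraries was 0.237. In the fit of all 18 libraries without a block, 19 of the 143 genes were called between the double mutant and *rict-1*, and 50 were called between the double mutant and *fbxl-5*. Among the 36 genes that were higher in *fbxl-5*, the medians were 1.23, 1.44 and 1.42 in the same order, with an SD of 0.0691 over the double mutant's libraries. Of these 36, 2 were called against *rict-1* and 10 against *fbxl-5* in the same fit. With the replicate number as a block in a fit of the 6 *rict-1* and *rict-1; fbxl-5* libraries, chosen after seeing the data, 57 of the 143 genes were called against *rict-1* (33 lower and 24 higher in the double mutant) and 9 of the 36 (6 lower and 3 higher). Of the 143 genes, 15 changed in the same direction in both single mutants and further in the double mutant, as did 10 of the 36. The median of the lower genes was between -1.10 and -0.69 over the processing alternatives, and -1.21 without *rict-1; fbxl-5* replicate 3. That of the higher genes was between 1.04 and 1.68 over the processing alternatives, and up to 1.79 with 1 library left out. From the absence of a further change upon loss of both genes, the paper proposes that FBXL-5 and RICT-1 regulate these genes in a linear pathway.

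**Figure D4:**
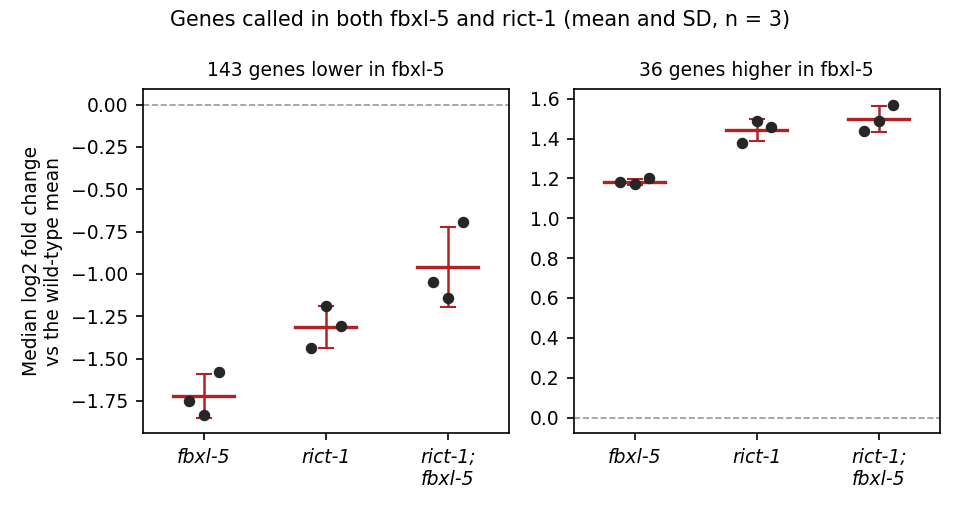
Median log2 fold change against the wild-type mean (vertical axes) of the 143 genes lower and the 36 genes higher in *fbxl-5* that were called in both single mutants, for each library of *fbxl-5*, *rict-1* and *rict-1; fbxl-5*, with points for libraries and lines and bars for the mean and SD of 3. For the lower genes, the *rict-1; fbxl-5* libraries lie at -1.05, -1.14 and -0.69.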

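Loss of *fbxl-5* also changed gene expression in animals that carried the *rict-1* mutation. Between *rict-1; fbxl-5* and *rict-1*, 187 of the 13472 genes tested were called at 1% FDR, 44 higher and 143 lower. From correlations in their values, the replicate numbers were taken to pair these libraries, as the processing summary describes. Such a block rests on the same values that it is used to test. With the replicate number as a block in a fit of these 6 libraries, chosen after seeing the data, 1355 genes were called. With that block in the fit of all 18 libraries the number was 238, and it was between 87 and 106 when 1 library was left out. By the naming rule, the genes that rose most were *B0024.4*, with a log2 fold change of 5.71 (standard error 0.46, adjusted p = 3.06e-06), and *W09G12.7*, with 2.77 (standard error 0.41, adjusted p = 8.2e-04). The normalized count of *B0024.4* was 62.6 ± 3.30 in wild-type, 7.28 ± 0.92 in *rict-1* and 446 ± 145 in the double mutant (SD, n = 3 each). The call of *W09G12.7* was lost in edgeR's quasi-likelihood test (adjusted p = 0.0255; from 2.69e-05 to 0.0255 over its alternatives). The genes that fell most were *irg-5*, with a log2 fold change of -5.01 (standard error 0.39, adjusted p = 3.06e-06), and *pud-3*, with -4.88 (standard error 0.60, adjusted p = 2.24e-04, all from limma with Benjamini-Hochberg adjustment). For *pud-3*, the adjusted p was 0.0116 with only these 6 libraries in the fit and no block, the highest of its alternatives (from 2.11e-11). Of the vitellogenin genes, *vit-3* and *vit-4* were higher in the double mutant than in *rict-1* by 1.14 and 1.18 on the log2 scale, and their calls depended on the fit. In the fit of all 18 libraries they were not called (adjusted p = 0.0322 and 0.0225, limma with Benjamini-Hochberg adjustment). With the replicate block in the 6 libraries, chosen after seeing the data, both were called (limma, adjusted p = 5.67e-08 and 2.21e-07), and so was *vit-1*, which rose by 0.44 (adjusted p = 0.00303, not called without the block, from 0.00303 to 0.603 over its alternatives and up to 0.812 with 1 library left out). Both were also called with only these 6 libraries and no block (limma, adjusted p = 0.00749 and 0.00187) and with a DESeq2 Wald test (adjusted p = 0.00106 and 2.94e-04). They were not called with the block in the fit of all 18 libraries, and the highest adjusted p over the alternatives was 0.0629 for *vit-3* and 0.0458 for *vit-4*, or 0.152 and 0.105 with 1 library left out. From its results together, the paper concludes that FBXL-5 regulates gene expression through mechanisms that depend on mTORC2 and through others that do not.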

## Discussion

Here, we demonstrate that the previously uncharacterized FBXL-5 protein functions in the mTORC2 pathway to govern lipid homeostasis. While much of FBXL-5’s function aligns with the hypothesis that it is a positive regulator of mTORC2 signaling, we have also shown that FBXL-5 acts in a mTORC2-independent pathway to confer modest effects on vitellogenesis and organismal lifespan (Figure 7G). It is likely that FBXL-5 functions in concert with SKR-3 and CUL-6 to mediate poly-ubiquitination-dependent proteasomal degradation of at least one target protein; however, it is not surprising that loss of *fbxl-5* yields pleiotropic effects, as it is also equally possible that FBXL-5 acts on multiple targets and/or pathways. Alternatively, the effects of loss of *fbxl-5* on mTORC2 signaling may have an indirect effect on other pathways, including the mTORC1 pathway. Notably, the mTORC1 complex shares many of the same proteins as mTORC2, which may be redistributed to mTORC1 upon loss of FBXL-5 (Nukazuka et al., 2011). Nonetheless, our results demonstrate a role for a FBXL-5-containing SCF complex in the regulation vitellogenesis, which has not been previously described.

Mutation of the *lin-4* gene results in heterochrony due to cell lineage defects primarily in the larval hypodermis (Chalfie et al., 1981; Ambros and Horvitz, 1984). While there is significant evidence that *lin-4* functions in a cell-autonomous fashion in several tissues (Zhang and Fire, 2010), loss of *lin-4* or *lin-29* impairs intestinal vitellogenin gene expression in a non-cell-autonomous manner (Dowen et al., 2016). This response is partially governed by intestinal FBXL-5. Consistent with these observations, migration of hermaphrodite-specific neurons is controlled non-cell-autonomously by hypodermal factors, which promote the expression of receptors or cell-adhesion molecules that maintain neuron-hypodermal contacts (Pedersen et al., 2013; Salzberg et al., 2013). High levels of FBXL-5, as modeled in the *fbxl-5* over-expression animals, could impair communication between hypodermal and intestinal cells by restricting an inter-tissue signal pathway that in turn couples to intestinal mTORC2 signaling. The *lin-4* and *lin-29* mutants both display ectopic expression of *fbxl-5* in adults, which could be inhibiting an adult-specific signal from the hypodermis that is required for initiating vitellogenesis; however, additional studies are needed to resolve what types of developmental signals are released from the hypodermis to coordinate intestinal metabolism.

The *C. elegans* genome encodes ∼520 F-box-containing proteins that serve as adaptors for SCF-mediated, ubiquitin-dependent proteolysis. In contrast, the human genome encodes ∼68 F-box proteins (Jin et al., 2004), suggesting that F-box proteins may serve redundant or additional roles in *C. elegans*, which may include responding to foreign or pathogenic proteins that nematodes commonly encounter in the wild (Thomas, 2006), performing nematode-specific developmental or reproductive functions (Nayak et al., 2002; Fielenbach et al., 2007; Gao et al., 2008), or providing tissue-specific responses to a ubiquitous signaling molecule. Importantly, only a handful of F-box proteins have clearly defined roles in *C. elegans*, although mutation of either the ubiquitin-activating enzyme (*uba-1*, E1), the ubiquitin-conjugating enzymes (*ubc* genes, E2s), the Skp1-related (*skr*) genes, or the Cullin (*cul*) genes results in a wide array of developmental phenotypes (Kipreos, 2005). Intriguingly, CUL-6, along with the redundantly acting SKR-3, SKR-4, and SKR-5 proteins, provide a modest amount of protection against *Nematocida parisii* (Bakowski et al., 2014), a microsporidia intracellular pathogen, and are strongly required for thermotolerance following heat shock (Panek et al., 2020). SKR-5 is functionally the most important for promoting thermotolerance (Panek et al., 2020). We find a role for *cul-6* in vitellogenin regulation but only when *skr-3* is also deleted, suggesting that other Cullin proteins may act redundantly with CUL-6. Regardless, SKR-3 is functionally the most important of the SKR-3,4,5 family for vitellogenesis. Thus, the intestinal SKR preference during heat shock tolerance differs from that during vitellogenesis, which in turn likely dictates the F-box adapter. Indeed, FBXA-75 and FBXA-158 promote thermotolerance in response to heat stress while FBXL-5 governs ubiquitin-mediated metabolic regulation (Panek et al., 2020).

In mammals, the mTOR signaling pathways are regulated by ubiquitination in several different contexts (Jiang et al., 2019). To our knowledge, FBXL-5 represents the first F-box protein to function in mTOR signaling outside of mammals, although it remains unclear whether FBXL-5 directly acts on a component of the mTORC2 complex. Mutation of *fbxl-5* largely mirrors the transcriptional response to loss of mTORC2; however, the *fbxl-5* mutation is unlikely to also impair mTORC1 activity, as loss of both complexes would be predicated to result in severe developmental defects. It is possible that FBXL-5 mediates switching of factors between the two mTOR complexes. This phenomena has been described in mammals, whereby the TRAF2 E3 ligase mediates K63-linked poly-ubiquitination of GβL/LST8, a shared component of both mTORC1 and mTORC2, which promotes mTOR-Raptor binding and dissociation of Sin1 from mTORC2, resulting in elevated mTORC1 signaling and reduced mTORC2 signaling (Wang et al., 2017). Alternatively, loss of FBXL-5 may directly impact the stability or activity of a core mTORC2 component; however, this hypothesis argues that ubiquitination would activate mTORC2 or that FBXL-5 inhibits a negative regulator of mTORC2 signaling. Consistent with the latter hypothesis, proteosomal degradation of Deptor, which itself inhibits both mTORC1 and mTORC2, promotes the activity of both complexes in vertebrates (Duan et al., 2011; Gao et al., 2011; Zhao et al., 2011); however, a functional homologue of Deptor has yet to be identified in *C. elegans*. In the future, it will be crucial to identify the target of FBXL-5 to gain mechanistic insight into how ubiquitination of mTORC2 signaling components may govern intestinal homeostasis.

Loss of *fbxl-5* resulted in an increase in the transcription of most ribosomal protein genes. Interestingly, the expression of the cytosolic ribosomal proteins is reduced in the germline-less *glp-1(e2141)* mutant in a *daf-16*-dependent manner, suggesting that DAF-16/FOXO may be a transcriptional repressor of ribosomal protein gene expression (Hemphill et al., 2022). Moreover, reduced protein translation from impaired mTOR/DAF-16 signaling is likely to contribute to lifespan extension in multiple contexts (Hansen et al., 2007; Pan et al., 2007). It is therefore possible that the increase in ribosomal protein gene expression may contribute to the shorter lifespan that we observed in the *fbxl-5* mutant. Paradoxically, over-expression of *fbxl-5* in the intestine dramatically reduces lifespan and the *fbxl-5* loss-of-function mutation extends the lifespan of the *rict-1* mutant, suggesting that FBXL-5 may function in multiple pathways or in different tissues to regulate aging. Intriguingly, *fbxl-5* is upregulated in the intestine of aging adults, which requires the homeodomain transcription factor UNC-62 (Van Nostrand et al., 2013). It is possible that a post-reproductive function of FBXL-5 may be to downregulate vitellogenesis by simultaneously restricting vitellogenin transcription and translation by reducing the expression of the *vit* genes and ribosomal protein genes, respectively.

The FBXL-5 protein acts in a SCF complex to govern ubiquitin-mediated proteasome degradation of a component within the mTORC2 pathway. We find that levels of FBXL-5 are controlled by the hypodermal heterochronic pathway. Our study elucidates a new mechanism by which intestinal metabolic regulation is coupled to a developmental timing pathway. Conceivably, dynamic upregulation of *fbxl-5* in response to adverse environmental conditions, which could include reduced food availability or pathogen infection, might tune vitellogenin expression levels to match the energetic resources that are available. Alternatively, FBXL-5 might purely act as a developmental regulator that responds to a variety of inter-tissue signals from different tissues; however, a systematic analysis of the signaling pathways that govern vitellogenesis will be needed to determine whether *fbxl-5* expression is under the control of additional developmental circuits. Importantly, identification of the target(s) of FBXL-5 could reveal a new upstream regulator of mTORC2 signaling or a novel ubiquitination-dependent mechanism of mTORC2 activation.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE248602.

# Supplementary material for: The F-box protein FBXL-5 governs vitellogenesis and lipid homeostasis in C. elegans
**Source:** Front Cell Dev Biol. 2024 Jun 14;12:1389077. doi: 10.3389/fcell.2024.1389077
**Supplement:** Supplementary file 2

## **Supplementary Material for**

### **The F-box protein FBXL-5 governs vitellogenesis and lipid homeostasis in *C. elegans***

Peter C. Breen, Kendall G. Kanakanui, Martin A. Newman, Robert H. Dowen

| <b>Contents</b>               | <b>Page</b> |
|-------------------------------|-------------|
| 1. Supplemental Tables S1-S3  | 2           |
| 2. Supplemental Figures S1-S7 | 6           |
| 3. References                 | 13          |

| <b>Strain</b> | <b>Genotype</b>                                                                                                                                                      | <b>Reference</b>     |
|---------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------|
| N2            | Wild-type                                                                                                                                                            | Brenner, 1974        |
| DLS258        | <i>lin-4(e912) II; fbxl-5(rhd43) V; mgIs70[Pvit-3::GFP]</i>                                                                                                          | This study           |
| DLS260        | <i>lin-4(e912) II; fbxl-5(rhd56) V; mgIs70[Pvit-3::GFP]</i>                                                                                                          | This study           |
| DLS316        | <i>fbxl-5(rhd43) V</i>                                                                                                                                               | This study           |
| DLS327        | <i>lin-4(e912) II; fbxl-5(rhd43) V; mgIs70[Pvit-3::GFP]; rhdEx73[Pvha-6::mCherry::his-58::SL2::fbxl-5 + Pmyo-2::mCherry]</i>                                         | This study           |
| DLS330        | <i>lin-4(e912) II; fbxl-5(rhd43) V; mgIs70[Pvit-3::GFP]; rhdEx76[Pcol-10::mCherry::his-58::SL2::fbxl-5 + Pmyo-2::mCherry]</i>                                        | This study           |
| DLS333        | <i>lin-29(n333) II; fbxl-5(rhd43) V</i>                                                                                                                              | This study           |
| DLS344        | <i>rhdEx93[Pfbxl-5::mCherry::unc-54 3'UTR + Pmyo-3::GFP]</i>                                                                                                         | This study           |
| DLS445        | <i>mgIs70[Pvit-3::GFP]; rhdIs2[Pvha-6::mCherry::his-58::SL2::fbxl-5 + cb-unc-119(+)]</i>                                                                             | This study           |
| DLS447        | <i>mgIs70[Pvit-3::GFP]; rhdIs4[Pvha-6::mCherry::his-58::SL2::fbxl-5 + cb-unc-119(+)]</i>                                                                             | This study           |
| DLS476        | <i>rhdIs2[Pvha-6::mCherry::his-58::SL2::fbxl-5 + cb-unc-119(+)]</i>                                                                                                  | This study           |
| DLS477        | <i>rhdIs4[Pvha-6::mCherry::his-58::SL2::fbxl-5 + cb-unc-119(+)]</i>                                                                                                  | This study           |
| DLS490        | <i>rict-1(mg360) II</i>                                                                                                                                              | This study           |
| DLS491        | <i>rict-1(mg360) II; fbxl-5(rhd43) V</i>                                                                                                                             | This study           |
| DLS492        | <i>lin-29(n333) II; fbxl-5(rhd43) V</i>                                                                                                                              | This study           |
| DLS537        | <i>rhdSi42[Pvit-3::mCherry::unc-54 3'UTR + cb-unc-119(+)] II</i>                                                                                                     | Torzone et al., 2023 |
| DLS561        | <i>rhdSi42[Pvit-3::mCherry::unc-54 3'UTR + cb-unc-119(+)] lin-4(e912) II</i>                                                                                         | This study           |
| DLS708        | <i>cul-6(ok1614) IV; mgIs70[Pvit-3::GFP]; rhdIs4[Pvha-6::mCherry::his-58::SL2::fbxl-5 + cb-unc-119(+)]</i>                                                           | This study           |
| DLS709        | <i>skr-3(ok365) V; mgIs70[Pvit-3::GFP]; rhdIs4[Pvha-6::mCherry::his-58::SL2::fbxl-5 + cb-unc-119(+)]</i>                                                             | This study           |
| DLS726        | <i>cul-6(ok1614) IV; skr-3(ok365) V; mgIs70[Pvit-3::GFP]; rhdIs4[Pvha-6::mCherry::his-58::SL2::fbxl-5 + cb-unc-119(+)]</i>                                           | This study           |
| DLS806        | <i>cul-6(ok1614) IV; skr-3(ok365) skr-5(rhd269) skr-4(rhd283[W67*]) V; mgIs70[Pvit-3::GFP]; rhdIs4[Pvha-6::mCherry::his-58::SL2::fbxl-5 + cb-unc-119(+)]</i>         | This study           |
| DLS817        | <i>cul-6(ok1614) IV; skr-3(ok365) skr-5(rhd269) V; mgIs70[Pvit-3::GFP]; rhdIs4[Pvha-6::mCherry::his-58::SL2::fbxl-5 + cb-unc-119(+)]</i>                             | This study           |
| DLS863        | <i>uba-1(it129) IV; mgIs70[Pvit-3::GFP]; rhdIs4[Pvha-6::mCherry::his-58::SL2::fbxl-5 + cb-unc-119(+)]</i>                                                            | This study           |
| DLS874        | <i>reSi5[Pges-1::TIR1::F2A::mTagBFP2::NLS::AID::tbb-2 3'UTR] I; rhdSi42[Pvit-3::mCherry::unc-54 3'UTR + cb-unc-119(+)] II; fbxl-5(rhd298[3xFLAG::AID::fbxl-5]) V</i> | This study           |
| DLS884        | <i>rhdSi42[Pvit-3::mCherry::unc-54 3'UTR + cb-unc-119(+)] lin-4(e912) II; fbxl-5(rhd304) V</i>                                                                       | This study           |
| DLS885        | <i>rhdSi42[Pvit-3::mCherry::unc-54 3'UTR + cb-unc-119(+)] lin-4(e912) II; fbxl-5(rhd305) V</i>                                                                       | This study           |
| DLS886        | <i>rhdSi42[Pvit-3::mCherry::unc-54 3'UTR + cb-unc-119(+)] lin-</i>                                                                                                   | This study           |

|        |                                                                                                                                                                                  |                          |
|--------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------|
|        | <i>4(e912) II; fbxl-5(rhd306) V</i>                                                                                                                                              |                          |
| DLS889 | <i>reSi5[Pges-1::TIR1::F2A::mTagBFP2::NLS::AID::tbb-2 3'UTR] I; rhdSi42[Pvit-3::mCherry::unc-54 3'UTR + cb-unc-119(+)] lin-4(e912) II; fbxl-5(rhd298[3xFLAG::AID::fbxl-5]) V</i> | This study               |
| DLS946 | <i>rict-1 &amp; pqn-32(rhd314) II; mgIs70[Pvit-3::GFP]</i>                                                                                                                       | This study               |
| DLS948 | <i>rict-1(mg360) II; fbxl-5(rhd43) V; mgIs70[Pvit-3::GFP]</i>                                                                                                                    | This study               |
| DLS949 | <i>rict-1 &amp; pqn-32(rhd314) II; fbxl-5(rhd43) V; mgIs70[Pvit-3::GFP]</i>                                                                                                      | This study               |
| GR2122 | <i>mgIs70[Pvit-3::GFP]</i>                                                                                                                                                       | Dowen et al., 2016       |
| GR2123 | <i>lin-4(e912) II; mgIs70[Pvit-3::GFP]</i>                                                                                                                                       | Dowen et al., 2016       |
| GR2125 | <i>lin-29(n333) II; mgIs70[Pvit-3::GFP]</i>                                                                                                                                      | Dowen et al., 2016       |
| GR2140 | <i>sgk-1(ok538) X; mgIs70[Pvit-3::GFP]</i>                                                                                                                                       | Dowen et al., 2016       |
| GR2146 | <i>daf-2(e1370) III; mgIs70[Pvit-3::GFP]/+</i>                                                                                                                                   | Dowen et al., 2016       |
| GR2147 | <i>rict-1(mg360) II; mgIs70[Pvit-3::GFP]</i>                                                                                                                                     | Dowen et al., 2016       |
| MT333  | <i>lin-29(n333) II</i>                                                                                                                                                           | Ambros and Horvitz, 1984 |

**Supplementary Table S1. *C. elegans* strains used in this study.** The strain names, genotypes, and associated references are shown.

| <b><u>Target gene</u></b> | <b><u>Location in gene, crRNA guide number</u></b> | <b><u>crRNA sequence</u></b>                               | <b><u>Alleles</u></b> | <b><u>Genomic edit</u></b> |
|---------------------------|----------------------------------------------------|------------------------------------------------------------|-----------------------|----------------------------|
| <i>skr-5</i>              | 5' end, rhd32<br>3' end, rhd33                     | rhd32: UCUCAUAAAAAGGCCUGUAA<br>rhd33: GGGCAAUUUGGUCUUGAAG  | <i>rhd269</i>         | 682 bp deletion            |
| <i>skr-4</i>              | Internal, rhd53                                    | rhd53: UCCUUGAGAAGAUUAUCACC                                | <i>rhd283</i>         | W67*                       |
| <i>fbxl-5</i>             | 5' end, rhd60                                      | rhd60: UACCUUUCAAAUUUCCAGAA                                | <i>rhd298</i>         | 3xFLAG::AID                |
| <i>fbxl-5</i>             | 5' end, rhd60<br>3' end, rhd12                     | rhd60: UACCUUUCAAAUUUCCAGAA<br>rhd12: UCCAAUUGGUCCACACUCUG | <i>rhd304</i>         | 2,474 bp deletion          |
| <i>fbxl-5</i>             | 5' end, rhd60<br>3' end, rhd12                     | rhd60: UACCUUUCAAAUUUCCAGAA<br>rhd12: UCCAAUUGGUCCACACUCUG | <i>rhd305</i>         | 2,508 bp deletion          |
| <i>fbxl-5</i>             | 5' end, rhd60<br>3' end, rhd12                     | rhd60: UACCUUUCAAAUUUCCAGAA<br>rhd12: UCCAAUUGGUCCACACUCUG | <i>rhd306</i>         | deletion, unknown size     |
| <i>riict-1</i>            | 5' end, rhd9<br>3' end, rhd40                      | rhd9: AAAUUUCAAUUUUCAGGCGA<br>rhd40: GAAAAUACUUAUAAAUGGAA  | <i>rhd314</i>         | 18,298 bp deletion         |

**Supplementary Table S2. The crRNAs used in this study.** A list of the crRNA guides that were used in this study, including their target genes, their ribonucleotide sequences, and the alleles and genomic edits that were generated with each edit.

| <b><u>mRNA Target</u></b> | <b><u>Primer Sequence (5' to 3')</u></b>                    | <b><u>Reference</u></b>  |
|---------------------------|-------------------------------------------------------------|--------------------------|
| <i>act-1</i>              | F: GCTGGACGTGATCTTACTGATTACC<br>R: GTAGCAGAGCTTCTCCTTGATGTC | Hoogewijs et al., 2008   |
| <i>vit-1</i>              | F: GAGGTTCGCTTTGACGGATA<br>R: GGCTTCACATTCTCGTTCT           | Ding and Grosshans, 2009 |
| <i>vit-2</i>              | F: GACACCGAGCTCATCCGCCCA<br>R: TTCCTTCTCTCCATTGACCT         | DePina et al., 2011      |
| <i>vit-3/4/5</i>          | F: CATGTGCACCATCGAAGAAGTC<br>R: CCAATGTGGTTTCAATGACAAGTTG   | Dowen et al., 2016       |
| <i>vit-6</i>              | F: TTCACCCAGAAGCCAGTTC<br>R: AGGATGGGAGGCAGTAGAC            | Dowen et al., 2016       |
| <i>fbxl-5</i>             | F: GCCAAACACAATCCAGTTCAG<br>R: AGAAGTCCGAAATCCAAGTCC        | This study               |

**Supplementary Table S3. The RT-qPCR primers.** The sequences (5' to 3') of the qPCR primers used in this study, as well as any associated references.

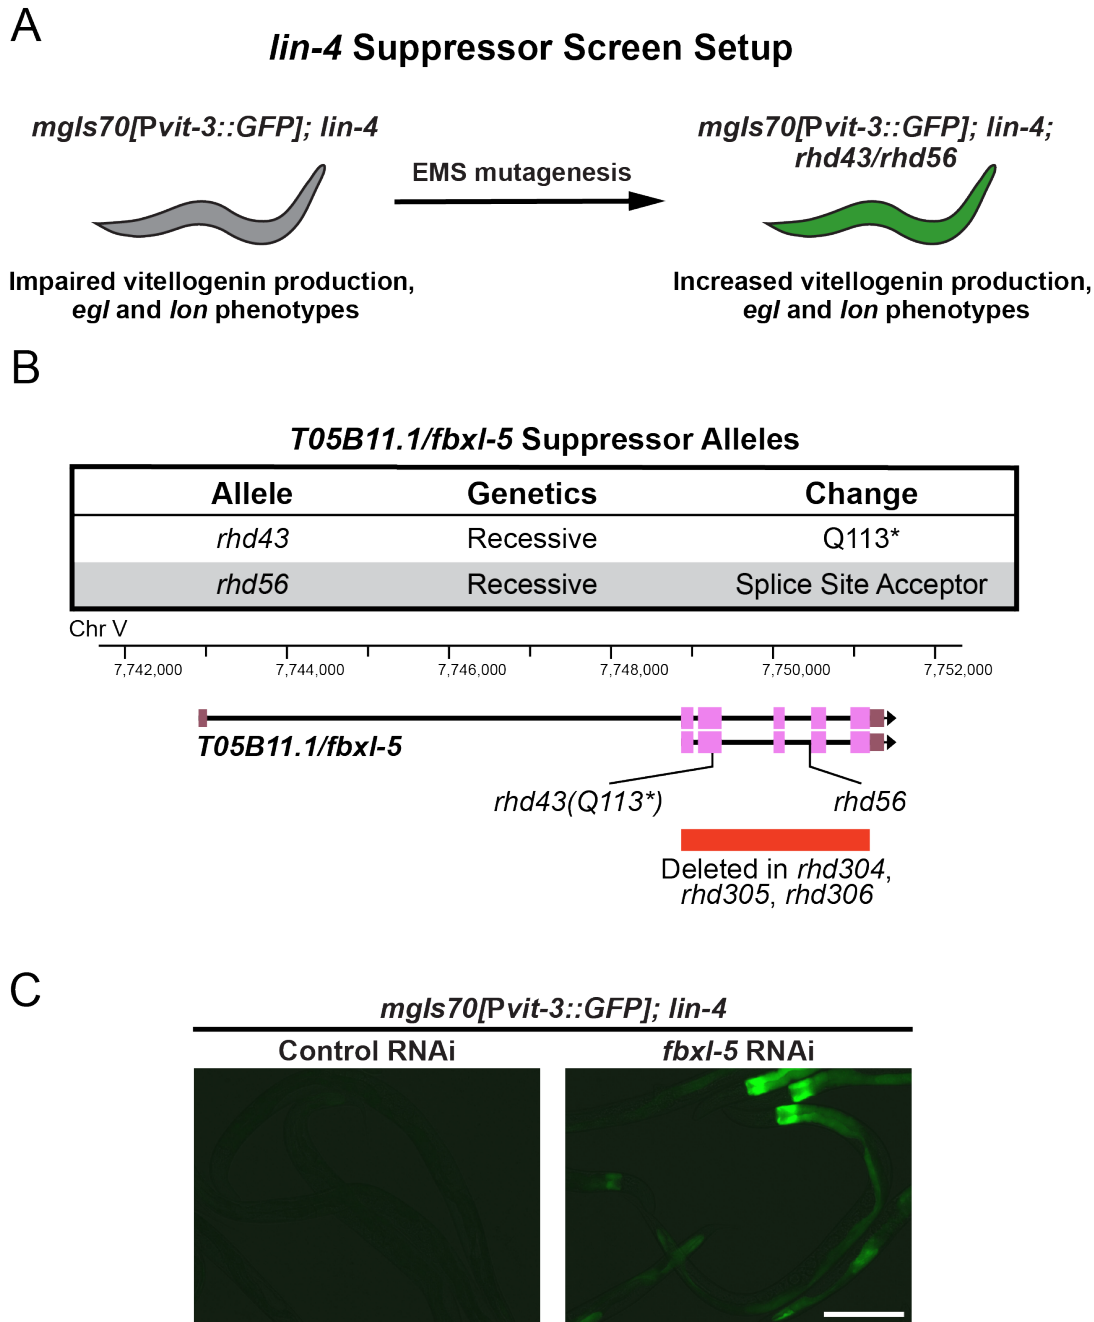

**Supplementary Figure S1. Mutations in the *fbxl-5* gene partially suppress the vitellogenesis defects displayed by the *lin-4* mutant.** (A) The design of the EMS mutagenesis screen employing the *mgIs70[Pvit-3::GFP]* vitellogenesis reporter. The *lin-4(e912)* mutant fails to express the reporter, while the selected *lin-4* suppressor mutants express the reporter yet maintain the egg laying and long body defects (*egl* and *lon* phenotypes) that are associated with the *lin-4* mutation. This approach selects for mutations that impact hypodermal-to-intestine developmental signaling and selects against mutations that act cell-autonomously in the vulva or hypodermis to suppress *lin-4* (i.e., *lin-14* mutations). (B) The two *fbxl-5* mutant alleles isolated in the *lin-4* suppressor screen (top) and a gene model illustrating where these mutations are positioned within the *fbxl-5* locus (bottom). The CRISPR-derived deletion mutations are also shown. (C) Representative fluorescence images of *mgIs70[Pvit-3::GFP]* reporter expression in the *lin-4* mutant following control or *fbxl-5* RNAi (scale bar, 200  $\mu$ m). The *mgIs70* transgene is an integrated high-copy transgene.

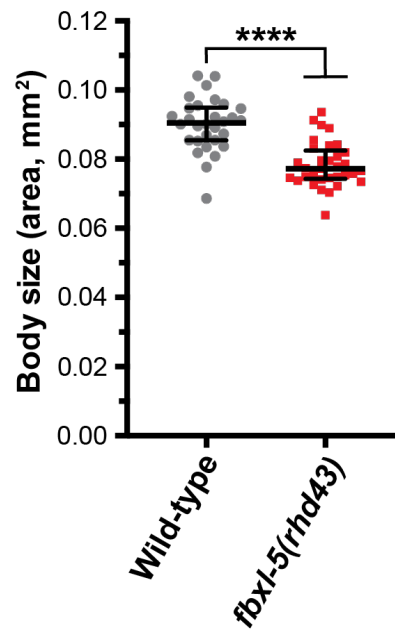

**Supplementary Figure S2. Loss of *fbx1-5* reduces body size in wild-type animals.** Body size measurements of wild-type and *fbx1-5(rhd43)* mutant animals (median and interquartile range; \*\*\*\*,  $P < 0.0001$ , two-tailed T-test).

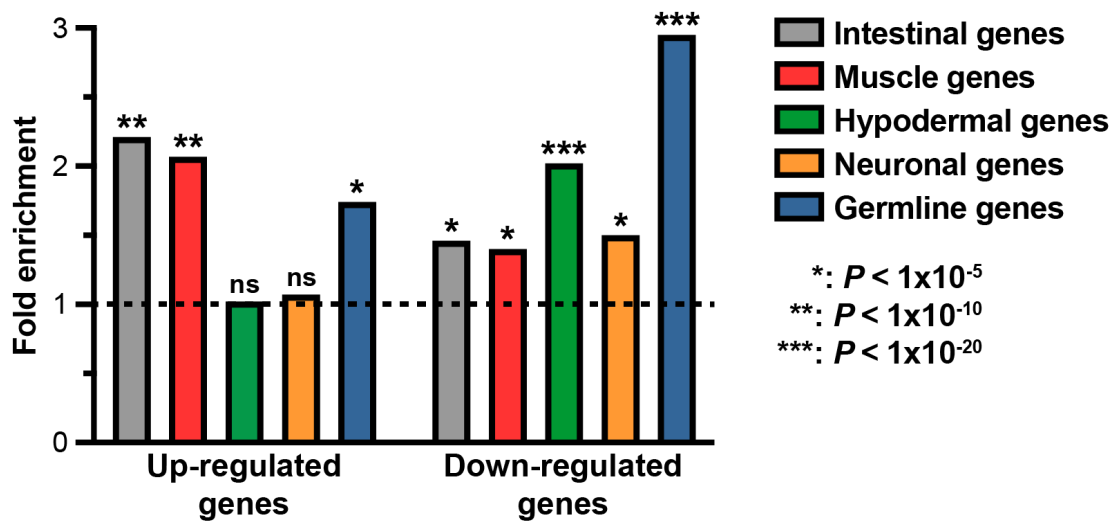

**Supplementary Figure S3. Loss of *fbxl-5* impacts gene expression in several different tissues.** Fold enrichment (observed/expected) for the differential expression of genes (mRNA-Seq of the *fbxl-5(rhd43)* mutant, 1% FDR) that are known to be expressed in the indicated tissues. The hypergeometric  $P$  values are reported.

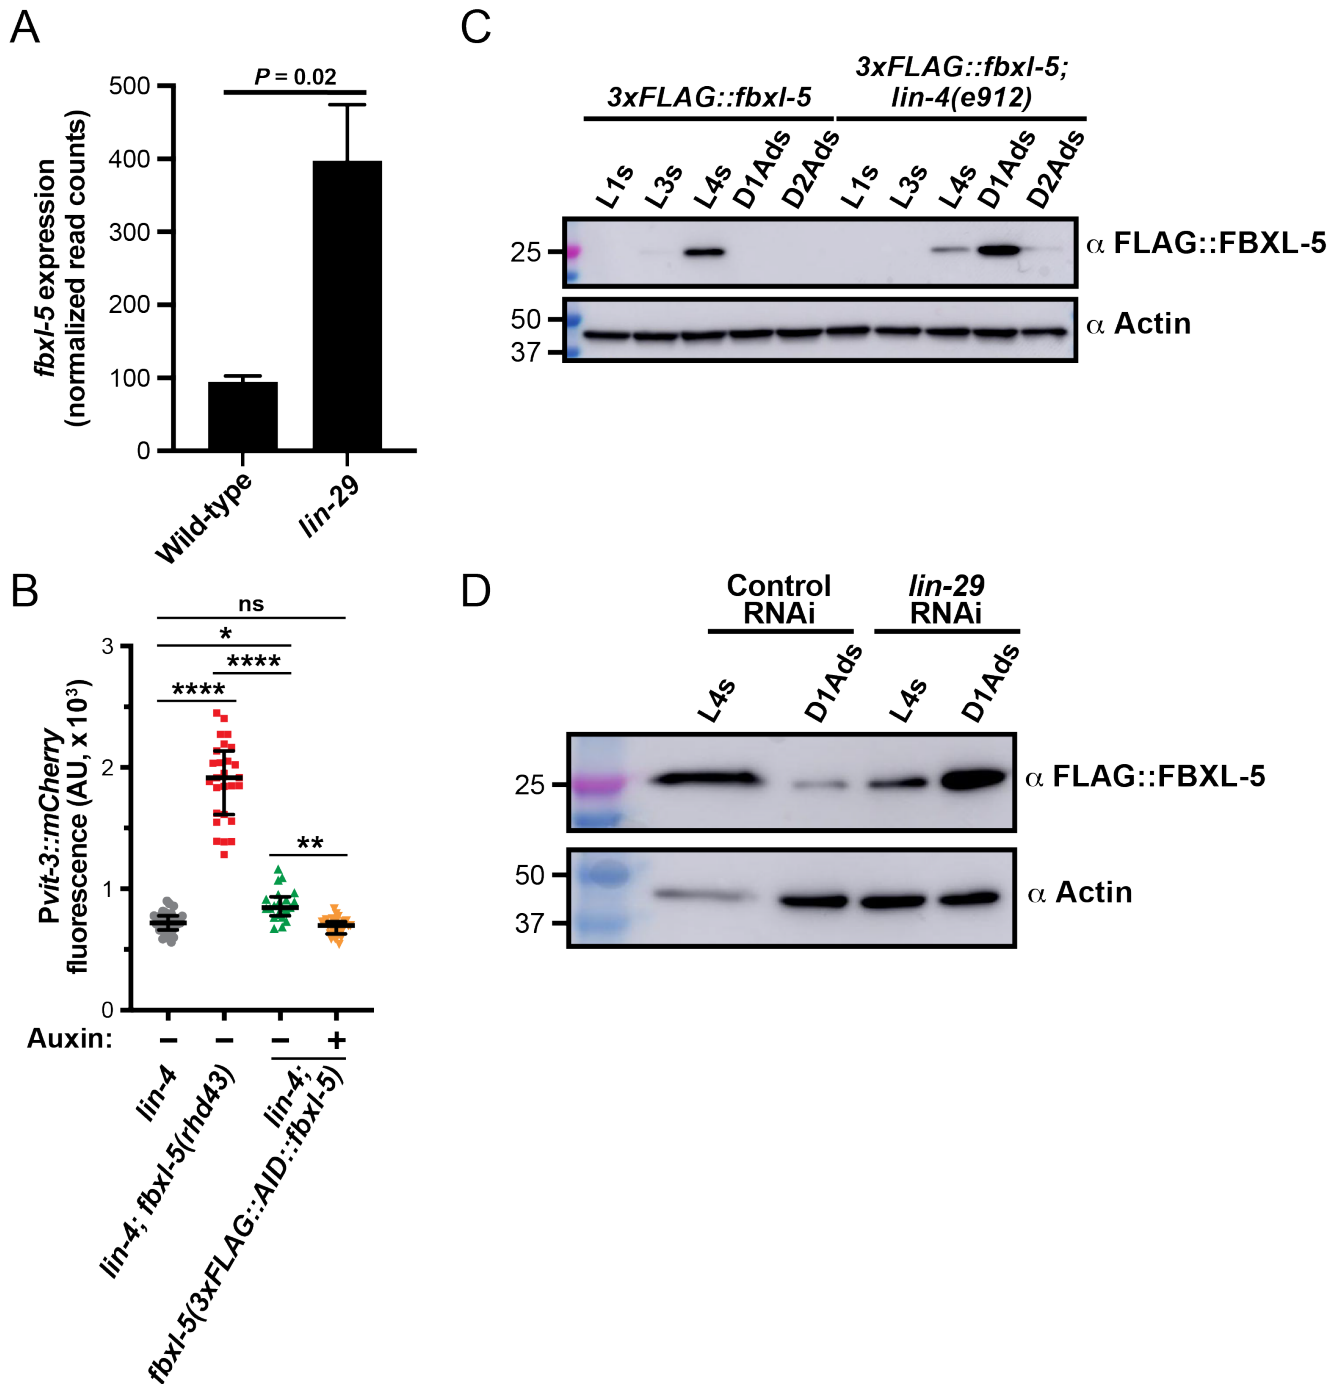

**Supplementary Figure S4. The *fbxl-5* gene is ectopically expressed in adult *lin-4(e912)* and *lin-29(n333)* mutant animals.** (A) Normalized mRNA-Seq read counts for the *fbxl-5* gene in wild-type or *lin-29(n333)* mutant animals at the day 1 adult stage (mean  $\pm$  SEM; two-tailed T-test). (B) Quantification of Pvit-3::mCherry fluorescence in *lin-4(e912)*, *lin-4(e912); fbxl-5(rhd43)*, or *lin-4(e912); fbxl-5(rhd298[3xFLAG::AID::fbxl-5])* day 1 adult animals. Auxin (4 mM) was applied to *lin-4(e912); fbxl-5(rhd298[3xFLAG::AID::fbxl-5])* animals at the L1 stage and maintained until adulthood. (C) A western blot analysis of lysates from wild-type or *lin-4* mutants expressing an endogenously-tagged 3xFLAG::FBXL-5 at the indicated developmental stages (replicate experiment shown in Figure 3B). An actin blot is included as a loading control. (D) A western blot analysis of lysates from L4 or day 1 adult wild-type animals expressing 3xFLAG::FBXL-5 protein after treatment with control or *lin-29* RNAi. An actin blot is included as a loading control.

A

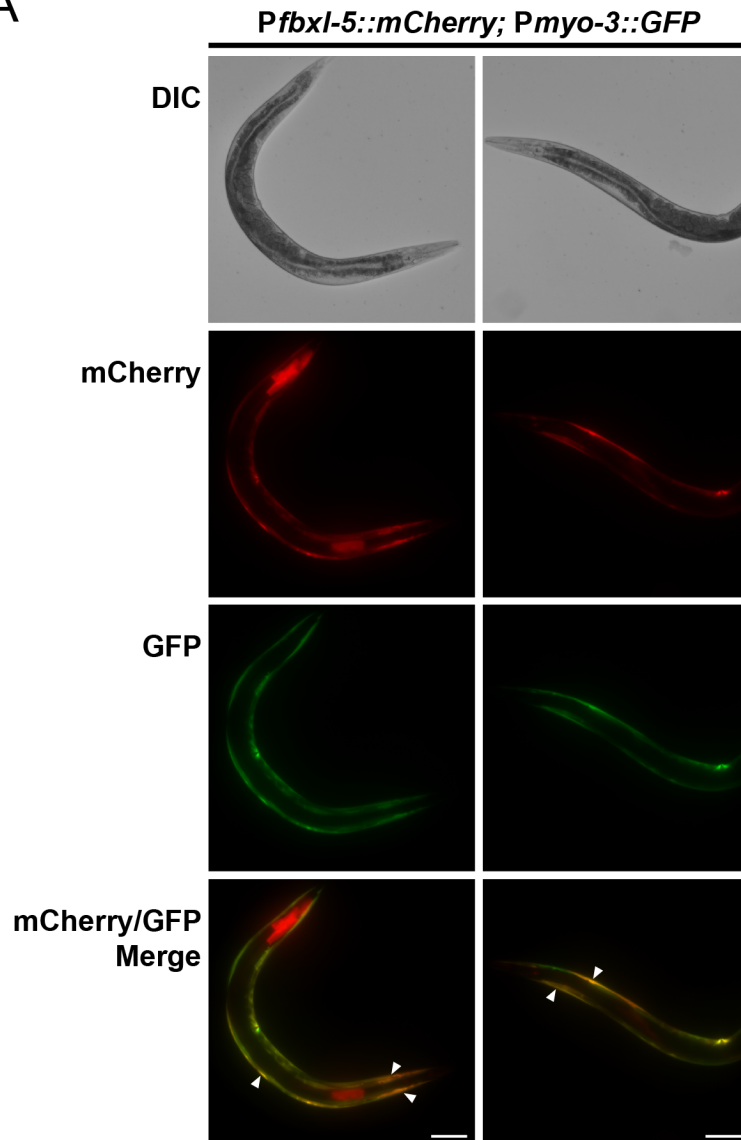

B

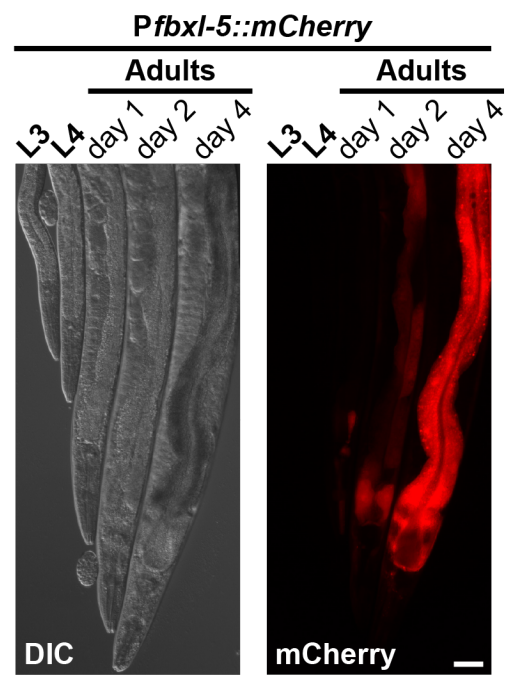

**Supplementary Figure S5. Expression of *fbxl-5* in the body wall muscle and intestine.** (A) Representative DIC, mCherry, GFP, and mCherry/GFP merged images of two individuals expressing transcriptional reporters for *fbxl-5* (*Pfbxl-5::mCherry*) and *myo-3* (*Pmyo-3::GFP*), which marks the body wall muscle (scale bars, 100  $\mu$ m). (B) Expression of *Pfbxl-5::mCherry* in wild-type animals at the indicated developmental stages (scale bar, 100  $\mu$ m). High levels of intestinal expression prevent visualization of mCherry expression in the body wall muscle.

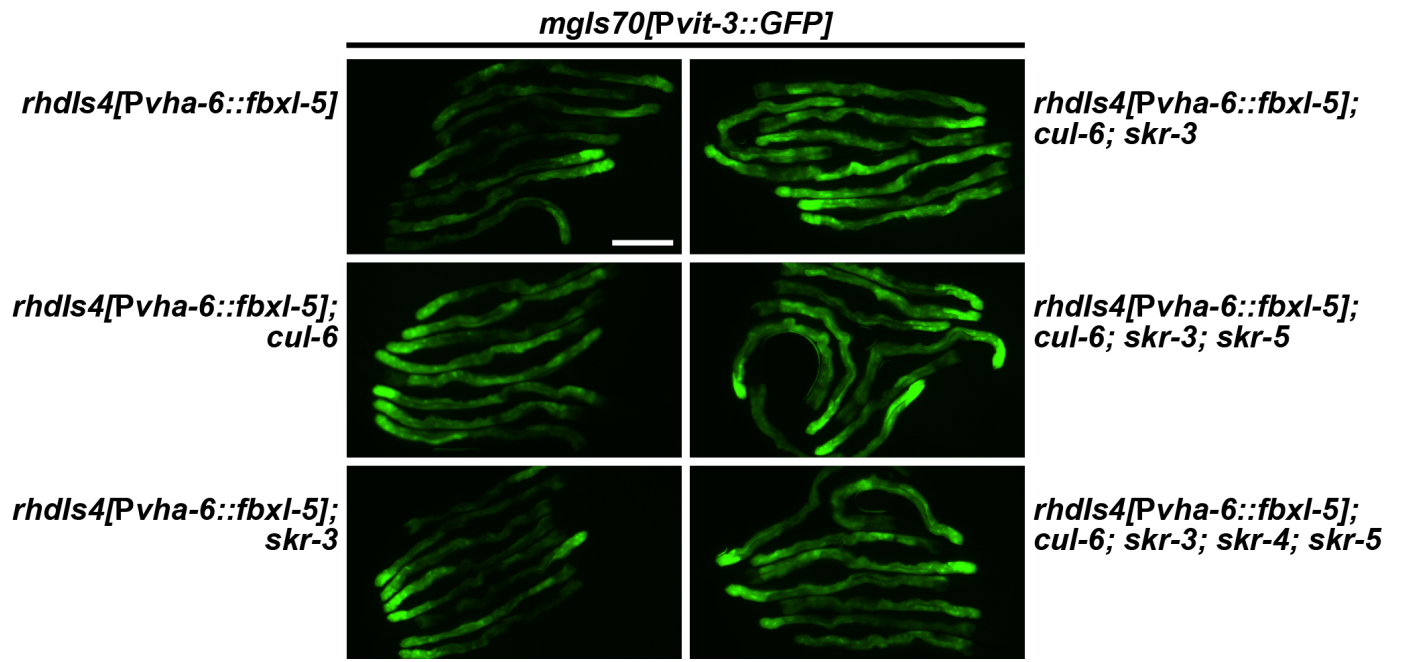

**Supplementary Figure S6. FBXL-5-dependent repression of vitellogenesis requires *cul-6* and *skr-3*.** Representative *Pvit-3::GFP* fluorescence images of day 1 adult animals over-expressing *fbxl-5* in the indicated mutant backgrounds (scale bar, 200  $\mu$ m). The same representative images for *rhdl54* and *rhdl54; cul-6; skr-3* can be found in Figure 6.

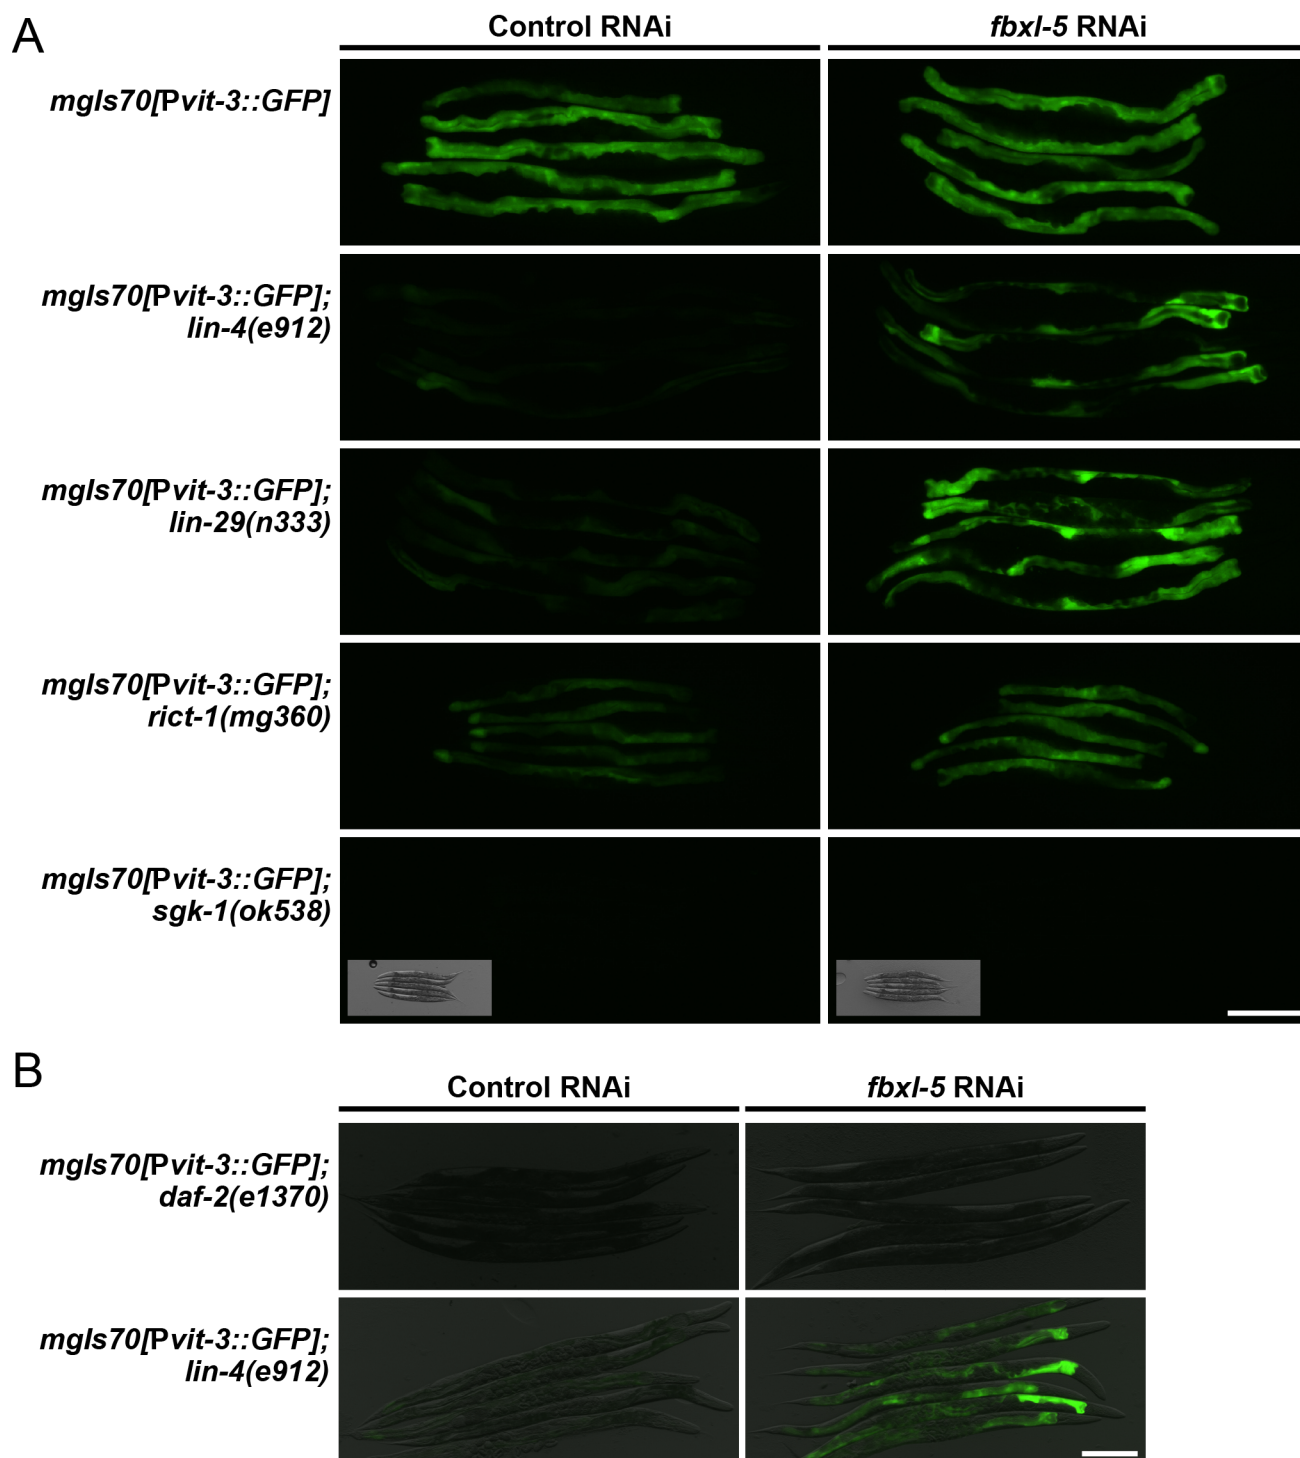

**Supplementary Figure S7. Knock-down of *fbxl-5* suppresses mTORC2, but not insulin, mutants.**  
**(A, B)** Representative *Pvit-3::GFP* fluorescence images of the indicated mutants as day 1 adults following treatment with control or *fbxl-5* RNAi (scale bars, 200  $\mu$ m). **(A)** The DIC images are included for the *sgk-1(ok538)* mutant since no GFP fluorescence is visible. **(B)** The GFP fluorescence images are overlaid on the DIC images.

## References

- Ambros, V., and Horvitz, H. R. (1984). Heterochronic mutants of the nematode *Caenorhabditis elegans*. *Science* 226, 409–416. doi: 10.1126/science.6494891.
- Brenner, S. (1974). The genetics of *Caenorhabditis elegans*. *Genetics* 77, 71–94. doi: 10.1093/genetics/77.1.71.
- DePina, A. S., Iser, W. B., Park, S.-S., Maudsley, S., Wilson, M. A., and Wolkow, C. A. (2011). Regulation of *Caenorhabditis elegans* vitellogenesis by DAF-2/IIS through separable transcriptional and posttranscriptional mechanisms. *BMC Physiol* 11, 11. doi: 10.1186/1472-6793-11-11.
- Ding, X. C., and Grosshans, H. (2009). Repression of *C. elegans* microRNA targets at the initiation level of translation requires GW182 proteins. *EMBO J* 28, 213–222. doi: 10.1038/emboj.2008.275.
- Downen, R. H., Breen, P. C., Tullius, T., Conery, A. L., and Ruvkun, G. (2016). A microRNA program in the *C. elegans* hypodermis couples to intestinal mTORC2/PQM-1 signaling to modulate fat transport. *Genes Dev.* 30, 1515–1528. doi: 10.1101/gad.283895.116.
- Hoogewijs, D., Houthoofd, K., Matthijssens, F., Vandesompele, J., and Vanfleteren, J. R. (2008). Selection and validation of a set of reliable reference genes for quantitative sod gene expression analysis in *C. elegans*. *BMC Mol Biol* 9, 9. doi: 10.1186/1471-2199-9-9.
- Torzone, S. K., Park, A. Y., Breen, P. C., Cohen, N. R., and Downen, R. H. (2023). Opposing action of the FLR-2 glycoprotein hormone and DRL-1/FLR-4 MAP kinases balance p38-mediated growth and lipid homeostasis in *C. elegans*. *PLoS Biol* 21, e3002320. doi: 10.1371/journal.pbio.3002320.

How the deposited data were processed for this re-analysis (not part of the article)

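The data are mRNA-Seq read counts of day 1 adult *C. elegans* of 6 genotypes, with 3 libraries each: wild-type, *fbxl-5(rhd43)*, *lin-29(n333)*, *lin-29(n333); fbxl-5(rhd43)*, *rict-1(mg360)* and *rict-1(mg360); fbxl-5(rhd43)*. Each library's genotype and replicate number were taken from the sample labels, whose strain names match the strain list of the paper's supplement. All 18 libraries were mapped to a genotype, and 0 columns of values per sample were left out.

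The authors prepared TruSeq libraries, sequenced single-end reads, aligned them to the WS260 genome and compiled read counts per gene as in their earlier work. The paper's text does not name the aligner or the counting tool. They deposited a table in which each library's counts are divided by its DESeq2 size factor, which is a signal that is not a whole number and whose totals still differ between libraries. Of its values, 100% were whole multiples of 1 read of their library, so whole read counts were recovered by division. DESeq2 size factors computed from the recovered counts equalled the deposited scaling to within 2.3e-15. The authors also deposited 7 tables of their own DESeq2 comparisons, which hold, for the genes past their threshold, a score (the mean normalized count and the Wald statistic), a log2 fold change and a p-value. Those tables were used only to count how many genes they share with the calls made here.

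Between 13434120 and 29733059 reads per library were counted on genes. At this depth a gene at the mean normalized count of 10 that the filter asks for rests on few reads per library, so counting error is large for genes near the filter and small for the vitellogenin genes. Ribosomal RNA genes took 30.0% of the reads of *fbxl-5* replicate 3, 4.49% of *rict-1* replicate 3 and 2.79% of *lin-29; fbxl-5* replicate 2, and at most 1.55% of any other library. Intervals given for shares are Wilson intervals at the 95% level and cover counting error only.

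From the deposited normalized counts, log2(value + 1) was computed, and the 13472 of 24998 genes with a mean of at least 10 over the 18 libraries were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per genotype and no covariate, and with moderation of the variances by a mean trend and a robust prior. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes were called at an FDR of 0.01, the threshold in the paper's methods. This test was fixed before the data were examined, together with the gene families, the rule for naming genes and the alternatives listed last in this summary. Interactions were contrasts in the same fit: the effect of *fbxl-5* loss in *lin-29* or *rict-1* minus its effect in wild-type. The list of ribosomal genes was taken from the source data of Fig. 2C (221 genes). Sets were tested with limma's camera (preset correlation between genes) and fry, and against 10000 random lists matched on mean expression. Gene families were defined by symbol prefix (*msp*, *ssp* and *ssq*, *col*, *rpl* and *rps*, *mrpl* and *mrps*, *clec*, *cyp*, *ugt*, *lys*, *fbxa*, *his* and *vit*), and 84 tests of 12 families in 7 comparisons were adjusted together. Gene symbols came from a table of WormBase identifiers, which gave a symbol for 92.7% of the identifiers, and positions from the WBcel235 annotation.

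Genes are named by a rule: the genes the paper names for these libraries, and for each comparison the 2 that rose and the 2 that fell most by log2 fold change among called genes with a mean normalized count of at least 100 whose 3 libraries all lay on the same side of all 3 control libraries. For the genes lowered in *lin-29* and raised in the double mutant, and for those higher in *rict-1* and lower in *fbxl-5*, the 3 with the largest difference were named. *pud-4*, the ribosomal RNA genes and the genes called in every background were chosen after their values were seen.

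Whether the replicate numbers pair the libraries was checked by the correlation, across genes, of same-numbered libraries' deviations from their genotype means. For *rict-1* and *rict-1; fbxl-5* the correlations were 0.65, 0.39 and 0.24 for replicates 1, 2 and 3, all above 0.1, so the numbers were taken to pair these libraries. This pairing comes from the values and is not stated in the labels or the paper. With the replicate block, 238 genes were called between them in the fit of all 18 libraries and 1355 in a fit of these 6 libraries alone, against 187 without it. None of the other pairs of genotypes had all correlations above 0.1.

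The computation was tested on simulated data. Counts for 13472 genes were drawn from negative binomial distributions with the genes' mean counts, the trend of their dispersion and the sizes of the real libraries, with 200 genes changed. limma recovered 78.5% of the changed genes, with 1.23% of its 163 calls false (genes of the raised set described here counted as changed), and called 0 genes in a comparison without change. edgeR's quasi-likelihood test recovered 80% with 1.2% false calls, and DESeq2 recovered 80% with 3.49% false. For interactions, 57%, 58% and 63% of 100 changed genes were recovered. A set of 100 raised genes with a median log2 fold change of 0.391 was called at 0.01 by limma's fry, and an unchanged set was not.

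The alternatives were pseudocounts of 0.5 and 5; no filter beyond a count in at least 1 library, or a mean normalized count of at least 50; TMM normalization; edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads; a fit of only the libraries compared; the replicate number as a block (238 genes between *rict-1; fbxl-5* and *rict-1*); an FDR of 0.05; and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9.

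The lists of genes expressed in each tissue and the ontology tool that the paper cites were not used here, so the tissue and ontology analyses were not repeated. The copies of Supplementary Table S4 and of the source data of Fig. 2A used here held only part of the rows, and no set test was run on them. RT-qPCR, reporter and lifespan measurements were not analysed here.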

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

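The tests of ribosomal RNA carry-over, library depth, variation between libraries, *lin-29* replicate 3 and paralogs in this part were chosen only after the results were seen.

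The effect of *fbxl-5* loss on the cytosolic ribosomal protein genes differed between backgrounds in a test of the interaction, past 0.05 with *rict-1* and just short of it with *lin-29*. The median interaction over the 77 *rpl* and *rps* genes was -0.408 with *lin-29* (adjusted p = 0.0501) and -0.462 with *rict-1* (adjusted p = 0.0251), both from limma's fry with Benjamini-Hochberg adjustment over 84 tests. The median rise was 0.488 in the wild-type background, 0.0718 in *lin-29* and 0.0213 in *rict-1*. Gene length did not account for the whole rise in wild-type, since the highest median of 10000 lists matched on length and expression was 0.318. For lists matched on expression alone it was 0.156, so a part played by length is not excluded. Carry-over of ribosomal RNA did not account for the rise, since the *fbxl-5* library with the lowest share of such reads rose by 0.464. The *rict-1* libraries were about as deep as those of *fbxl-5* and had a median of -0.0303 against the same wild-type libraries, which excludes depth alone. The widest range of the medians within a genotype was 0.463, in the *lin-29* libraries, close to the whole rise. The *lin-29; fbxl-5* libraries, which also enter the interaction with *lin-29*, had a range of 0.351, from 0.0885 to 0.439. The *lin-29* range rests on replicate 3. Without it the rise in the *lin-29* background was 0.212 and the interaction was -0.27, so this library accounts for part of the interaction but not the whole. For the interaction with *lin-29*, variation between libraries of 0.463 remains a candidate explanation. It is not excluded for the rise in *fbxl-5* itself either, although the medians spanned less in *fbxl-5* and in wild-type. The interaction with *rict-1* does not use the *lin-29* libraries. The medians of its genotypes spanned 0.0551 in wild-type, 0.0559 in *fbxl-5*, 0.0446 in *rict-1* and 0.198 in *rict-1; fbxl-5*. Each *fbxl-5* library lay at 0.464 or above, and each other library of these genotypes at 0.0816 or below.

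The effect of *fbxl-5* loss on *vit-3*, *vit-4* and *vit-5* differed between *lin-29* and wild-type in a test of the interaction. The interaction was 2.74 for *vit-3* (standard error 0.39, adjusted p = 0.000739), 3.27 for *vit-4* (standard error 0.38, adjusted p = 0.000119) and 2.79 for *vit-5* (standard error 0.28, adjusted p = 2.3e-05), from limma with Benjamini-Hochberg adjustment. The other *vit* genes did not pass 1% FDR in it, with adjusted p-values of 0.0118 for *vit-1*, 0.0477 for *vit-2* and 0.0666 for *vit-6*. A DESeq2 Wald test called each of them, with adjusted p-values of 0.000203, 0.00335 and 0.00888 in the same order. Over the alternatives other than leaving out a library, their highest adjusted p-values were 0.0407, 0.119 and 0.145. Whether the interaction extends to these genes therefore depended on the test. Reads of other *vit* genes counted on *vit-3* do not explain the level of *vit-3* in *lin-29; fbxl-5*. At the highest ratio to any other *vit* gene that the *rict-1* libraries allow, such reads make up at most 40.9% of its count in a *lin-29; fbxl-5* library. For *vit-4* and *vit-5*, shared reads were not tested. Over all genes, 323 were called in the interaction with *lin-29* and 115 in that with *rict-1*. With *fbxl-5* status reassigned among the libraries after its average effect was removed, the real assignment was the only 1 of 100 drawn to call as many genes for *lin-29* (322, others at most 237), and 1 of 100 for *rict-1* (114, others 0). Leaving out single libraries moved these counts to between 161 and 450 and between 55 and 89.

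The paper's text gives no number of genes for the direct comparison of *lin-29; fbxl-5* with *lin-29* or of *rict-1; fbxl-5* with *rict-1*, although the authors deposited a table for each, and limma called 784 and 187 genes. Of the 10 ways to split the 6 libraries 3 against 3, the real split was the only 1 to call as many genes in each of the comparisons *lin-29* with wild-type, *lin-29; fbxl-5* with *lin-29*, *fbxl-5* with wild-type, *rict-1* with wild-type and *rict-1; fbxl-5* with *rict-1*. With 10 splits, the groups and an accident of the split cannot be told apart by this test, in which 1 of 10 is the lowest share possible. The other splits called 0 genes, except that those of *lin-29; fbxl-5* and *lin-29* called up to 443, and at an unadjusted p under 0.05 the real splits held 8075, 3358, 3243, 5530 and 1694 genes in the same order. Without *lin-29* replicate 3 the 784 became 1321.

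Genes outside those the paper discusses fell strongly in *fbxl-5*. The neighbours *pud-3* and *pud-4* had log2 fold changes of -5.12 (adjusted p = 0.000184) and -4.10 (adjusted p = 0.000292, limma with Benjamini-Hochberg adjustment) against wild-type, where *pud-4* was chosen after its values were seen. Its normalized counts were 50.3, 78.5 and 41.8 in wild-type and 1.61, 0.963 and 5.71 in *fbxl-5*. They fell in the other backgrounds too, with log2 fold changes of -4.60 in *lin-29* and -4.27 in *rict-1* for *pud-4*. In all, 17 genes were called in all 3 backgrounds, and 58.8% of them lie on chromosome V, which carries *fbxl-5* and 19.2% of the genes tested (exact hypergeometric test, p = 0.00034). The share was smaller in larger sets. It was 26.3% of the 217 genes at an unadjusted p under 0.05 in all 3 backgrounds, and 32.2% of the 345 genes called in *fbxl-5*. Variants linked to *fbxl-5* in the mutant strains could produce such a pattern. Those of the 17 genes on this chromosome were no nearer to *fbxl-5* than its other genes (median distance 5.4 Mb against 4.51 Mb). The genes higher in *rict-1*, a strain without *rhd43*, also lay on chromosome V more often (25.3%). The genes lower in *rict-1* and not called in *fbxl-5* did not (18.9%), and the 17 genes were all lower. Linked variants and an effect of *fbxl-5* loss cannot be told apart here for these 58.8%.

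Ribosomal RNA genes took 30.0% of the reads of *fbxl-5* replicate 3, a signal in genes that the paper does not discuss apart from the list. This library had a normalized count of *rrn-3.1* far above wild-type, but the lowest *fbxl-5* library, replicate 2, was at 57588, below every wild-type library. Carry-over of ribosomal RNA in single libraries fits these values, and no biological explanation was tested.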

How the results depend on the processing

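The alternatives named here as added were chosen only after seeing the data. Over 18 results for whole comparisons, 147 of 191 values under alternatives other than leaving out a library kept their direction and side of the threshold or stayed within their spread, 43 moved and 1 was weaker. Of 715 such values for 74 single genes and families, 685 were the same, 5 weaker and 25 stronger. For changes below, the cause was not tested unless stated.

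A DESeq2 Wald test called 1204 genes between *lin-29; fbxl-5* and *lin-29* (784 in limma), 840 in *fbxl-5* (345), 482 between *rict-1; fbxl-5* and *rict-1* (187), and 706 and 458 in the interactions with *lin-29* and *rict-1* (323 and 115). It called 69 ribosomal genes higher (17), 420 genes in both single mutants (179) and 74 lower in *fbxl-5* but higher in *rict-1* (37). The added DESeq2 test on all genes with a read gave 1185, 828, 483 and, for the overlap, 426.

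At 5% FDR, which by construction calls more genes, the counts were 1519, 1124, 3980 in *rict-1* (2215), 432, 907, 495, 73, 620 and 102.

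With only the libraries of the groups compared, they were 63, 1888, 427, 135, 819, 109, 726 and 120, and the share of *fbxl-5* genes called in *rict-1* was 57.8%. In that fit *vit-3* rose by 2.28 in *lin-29; fbxl-5* but was not called (adjusted p = 0.0194 from limma with Benjamini-Hochberg adjustment, from 2.79e-15 to 0.0194 over the alternatives). TMM normalization called 31 ribosomal genes. Without the filter, R² was 0.905. The added list of *rpl* and *rps* genes alone has 77 genes, all higher, fewer by construction.

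The median of the co-regulated genes in *rict-1; fbxl-5* was -0.687 (5% FDR) and -0.697 (only the groups compared) for genes lower in *fbxl-5* (-0.935). For those higher (1.42) it was 1.24 with a pseudocount of 5, 1.68 without the filter, 1.33 with a mean of at least 50, 1.32 in edgeR, 1.16 in DESeq2, 1.12 at 5% FDR and 1.04 with only the groups compared.

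With the replicate number as a block in the fit of all libraries, the counts were 5962 in *lin-29*, 878, 384, 2639, 238, 381 and 148, none moved by over 1.5 times and no other call of these results changed. The added block in the 6 *rict-1* and *rict-1; fbxl-5* libraries called 1355 genes, *vit-1*, *vit-3* and *vit-4* among them, which the fit without it did not call. Only these libraries met the rule for pairing by number, which asks for all correlations above 0.1. The other pairs of genotypes missed it, though some had only positive correlations, such as wild-type and *lin-29; fbxl-5* (0.23, 0.1 and 0.15). A weaker pairing of those libraries is therefore not excluded.

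Leaving out a library in turn gave 4389 to 5440 genes in *lin-29*, 529 to 1321 between *lin-29; fbxl-5* and *lin-29* (1321 without *lin-29* replicate 3), 124 to 214 in *fbxl-5*, 1400 to 1851 in *rict-1*, 87 to 106 between *rict-1; fbxl-5* and *rict-1*, and 161 to 450 and 55 to 89 in the interactions. R² was 0.9 to 0.928, and 0.9 without *lin-29* replicate 3. Ribosomal genes higher were 190 to 194, and called 2 to 2. The overlap was 74 to 147, its share 45.5% to 59.7%, the share in the same direction 79.6% to 84%, and 13 to 28 genes moved oppositely. The co-regulated medians were -1.21 to -0.926 and 1.37 to 1.79. *fbxl-5* in *lin-29* was 1.76 to 2.17 and *vit-3* in *lin-29; fbxl-5* 1.94 to 2.53. Fewer libraries lower the power of each fit.

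Direction reversed for *vit-1* in *fbxl-5*, 0.0623 without *fbxl-5* replicate 1 and 0.00351 without wild-type replicate 2 (lowest of the fits -0.124, without *fbxl-5* replicate 3), and for *vit-6* between *rict-1; fbxl-5* and *rict-1*, -0.0553 without *rict-1; fbxl-5* replicate 1 and -0.0282 without *rict-1* replicate 3 (highest of the fits 0.0805, without *rict-1; fbxl-5* replicate 3). These genes were not called in any of these fits.

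With a mean of at least 50, no *msp* gene was left, so that family has no value there. DESeq2 gave no adjusted p for *col-143* in *lin-29* and *ugt-18* in *rict-1*.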

Differences from the paper's values

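A count is taken as close to the paper's where neither is more than 1.5 times the other, and a median where the difference is within the SD over libraries. In this part, the DESeq2 test on all genes with a read was chosen only after the values were seen.

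The paper lists 828 genes changed in *fbxl-5*, and limma called 345. Of the alternatives set before the data were examined, the DESeq2 Wald test (840) and 5% FDR (1124, above the paper's number) came within 1.5 times, and the others did not. The paper's methods name DESeq2 at 1% FDR. DESeq2 on all genes with a read, chosen after seeing the values, gave 828. All 828 of these genes are listed in the authors' deposited table, so the choice of test and filter accounts for the difference.

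The paper follows 426 genes changed in both *fbxl-5* and *rict-1*, and limma called 179. The DESeq2 Wald test (420) and 5% FDR (620, above the paper's number) came within 1.5 times, and the other alternatives set before the data were examined did not. DESeq2 on all genes with a read, chosen after seeing the values, gave 426. The authors' deposited tables for the 2 mutants also share 426 genes, so the choice of test and filter accounts for this difference too.

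The paper's number of genes changed in *fbxl-5* only is about 400 in Fig. 7D, read by eye, against 166. The DESeq2 Wald test (420), 5% FDR (504) and a fit of only the groups compared (530) came within 1.5 times, and the other alternatives set before the data were examined did not. DESeq2 on all genes with a read, chosen after seeing the values, gave 402.

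The paper's p-value for the overlap corresponds to a -log10 of about 120 in Fig. 7D, read by eye, against 52.6 over the genes tested (a hypergeometric p of 2.26e-53). On the -log10 scale, which was chosen after seeing the values, no filter on low counts (93.6) and a fit of only the groups compared (159) came within 1.5 times, and the other alternatives set before the data were examined did not. DESeq2 on all genes with a read (179), chosen after seeing the values, did too. As a ratio of the p-values themselves, none of the alternatives came within 1.5 times, over a range from 7.7e-180 to 3.3e-33.

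The paper's median log2 fold change in *rict-1; fbxl-5* of the co-regulated genes higher in *fbxl-5* is about 1.2 in Fig. 7F, read by eye, against 1.42. A pseudocount of 5 (1.24) and the DESeq2 Wald test (1.16) came within the SD, and the other alternatives set before the data were examined did not.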

Other observations

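The test of the shared direction with different wild-type libraries, in its last form, and both tests of the oppositely moving genes were chosen only after results were seen.

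The overlap of *fbxl-5* and *rict-1* genes was tested against the explanation that both comparisons share wild-type libraries. With *rict-1* effects given to other genes, at most 47 genes were called in both, against 179 in the data. These simulations drew noise for each gene separately and called fewer genes than the data. They cannot exclude wild-type deviations shared across genes. With different wild-type libraries for each mutant, in 6 arrangements, 3 to 215 genes were called in *fbxl-5* and 1 to 66 in both. Between 30.5% and 77.8% of the *fbxl-5* genes then overlapped without a shared wild-type library.

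The shared direction of the overlapping genes was tested 3 ways, the first 2 of which were set aside after their results were seen. The overlapping genes kept the same share of 79.3% in all 6 arrangements that gave each mutant its own wild-type libraries, a test that moved nothing. Genes called anew in each arrangement shared their direction in 0% to 85.7% of cases, with as few as 1 gene called in both. Among genes at an unadjusted p under 0.05 in both, 877 to 1040 genes, between 65.9% and 86.4% shared their direction, against 80.2% with shared libraries. At its lowest, 65.9%, the share stayed above the 50% of chance, which excludes the shared libraries as the whole cause. The form of the test that gave this value was picked last, so it carries less weight than a test fixed in advance.

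For the 37 genes higher in *rict-1* and lower in *fbxl-5*, simulations that gave the *rict-1* effects to other genes, with the wild-type libraries shared, held a mean of 18.8 and at most 29 such genes. These simulations called a mean of 274 genes in *fbxl-5* and 1640 in *rict-1*, fewer than the 345 and 2215 of the data. Scaled to the numbers called in the data, they held a mean of 31.9 and at most 50.9 such genes. The scaling was added after the count of at most 29 was seen. An overlap of unrelated effects with shared libraries and a joint regulation therefore cannot be told apart by this count. If noise in the *fbxl-5* and wild-type libraries had produced the fall, the genes would not fall in other libraries. In *lin-29; fbxl-5* against *lin-29* their median was -0.775, with 36 of 37 lower and 20 called. Of 10000 random lists, 0 had a median as low (lowest -0.245), and 1 did when lists were matched on the *lin-29* effect (lowest -0.793). In *rict-1; fbxl-5* against *rict-1* their median was -0.673, with 36 of 37 lower and 15 called. The genes were chosen as higher in *rict-1*, which by itself favours a fall in that comparison. Lower levels were thus seen in both other backgrounds, while *fbxl-5* loss as their cause remains a hypothesis.

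The smaller changes in *rict-1; fbxl-5* of the genes lower in both single mutants could come from choosing the genes on the single-mutant libraries. In libraries left out of the choice, these genes still changed less in the double mutant, and the smallest gap to the closer single mutant was -0.659. The 3 choices held 18, 7 and 19 genes. The choice of genes does not explain the difference for genes lower in both. The median of the 36 genes higher in both was 1.42 in the double mutant, between the 1.23 of *fbxl-5* and the 1.44 of *rict-1*. With a library left out, the choices of genes higher in both held only 2, 4 and 2 genes. The double mutant's medians were then 1.86, 1.75 and 1.85. The left-out libraries had 1.86, 0.967 and 1.26 in *fbxl-5* and 0.978, 1.19 and 1.13 in *rict-1*. So few genes cannot decide whether the higher genes changed further in the double mutant.

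The *msp* genes were higher in *rict-1; fbxl-5* than in *rict-1* in 22 of 22 cases, with a median of 1.72 (fry p adjusted over 84 tests 0.00938), and 0 were called. The *ssp* and *ssq* genes were higher in 9 of 9 cases, with a median of 1.54 (adjusted 0.00938). In *lin-29; fbxl-5* against *lin-29*, the *lys* genes had a median of -1.57 (adjusted 3.01e-05), with 5 of 8 called lower. In *rict-1*, the *fbxa* genes had a median of 0.724 (adjusted 0.000143). No explanation was tested for these families.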
